# Aip mutation leads to significant alterations in gene expression, altered sensitivity to Ahr ligands, and early lethality in zebrafish 

**DOI:** 10.3389/ftox.2026.1875384

**Published:** 2026-07-06

**Authors:** Dante M. Perone, Jane K. La Du, Sibel I. Karchner, Neelakanteswar Aluru, Spencer R. Stinson, Lisa Truong, Mark E. Hahn, Robyn L. Tanguay

**Keywords:** PCB126, 5-nitroacenaphthene, AhR (aryl hydrocarbon receptor), BkF, differential susceptibility, gene set enrichment analyses (GSEA), leflunomide, RNA seq analysis

## Abstract

Humans and other organisms are regularly exposed to chemical compounds that elicit toxicity through the aryl hydrocarbon receptor (AHR) signaling pathway. AHR agonists include polycyclic aromatic hydrocarbons, polychlorinated biphenyls, and some natural products, pharmaceuticals, and endogenous compounds. Interindividual differences in sensitivity to AHR agonists exists. Several populations of Atlantic killifish (*Fundulus heteroclitus*) have independently evolved resistance to high levels of pollution. Genome-wide association studies suggested that variation in the AHR interacting protein (AIP) was associated with resistance to AHR ligands. AIP binds to AHR in the cytosol where it plays a role in stability and nuclear localization; however, its exact function is poorly understood. Two CRISPR-Cas9 generated *aip* mutant zebrafish (*Danio rerio*) lines were utilized. Homozygous mutants (*aip* ^*−/−*^) from either line died at 7–10-days post-fertilization (dpf), while no such effect is observed in *ahr* mutant lines. Larvae were exposed to four toxic AHR ligands from diverse chemical classes. *aip* ^*−/−*^ larvae exposed to PCB126, 5-nitroacenaphthene, and benzo(k) fluoranthene showed reduced sensitivity compared to both heterozygous (*aip* ^*+/−*^) and wildtype (*aip* ^*+/+*^) larvae. However, changes in sensitivity were ligand-dependent. In contrast, *aip* ^*−/−*^ larvae demonstrated increased sensitivity to leflunomide. mRNA sequencing was performed at five dpf on unexposed larvae of all genotypes from both mutant lines. Approximately 1,000 differentially expressed genes and alternative splicing products were observed in *aip* ^*−/−*^ larvae. Gene sets and transcription factor binding motifs involved in cellular stress, apoptosis, innate immune response, proteolysis, replication, and metabolism were enriched. Single-cell deconvolution of the bulk RNA-seq results was performed using MuSiC, which estimated transcriptomic contributions from 28 different cell types, with significant shifts in transcriptional abundance estimated for cell types from structural tissues of mesodermal origin, neural tissues, immune cells, and metabolic organs. Our findings highlight the context-dependent nature of Aip in Ahr modulation and the critical roles that Aip plays in regulating cellular homeostasis.

## 1 Introduction

The aryl hydrocarbon receptor (AHR) is a ligand-dependent transcription factor responsible for the expression of several xenobiotic metabolizing enzymes essential for adaptive responses to xenobiotics (Denison et al., 2011; Nukaya et al., 2010). Its ligand binding domain is capable of interaction with a broad range of xenobiotic compounds such as polycyclic aromatic hydrocarbons (PAHs), halogenated aromatic hydrocarbons (HAHs), and polychlorinated biphenyls (PCBs). TCDD (2,3,7,8-tetrachlorodibenzo-p-dioxin) is a particularly high affinity AHR ligand and the prototypical exogenous ligand of AHR (Poland and Kende, 1976). Additionally, natural products, pharmaceuticals, and endogenous compounds such as arachidonic acid, tryptophan metabolites, and heme metabolites have been described as AHR ligands (Avilla et al., 2020; Wen et al., 2023).

Zebrafish (*Danio rerio*) possess three *ahr* genes (*ahr1a*, *ahr1b*, and *ahr2*). *ahr1a* is orthologous to mammalian *AHR*. However, despite their evolutionary relationship, their exact functions may differ (Shankar et al., 2020; Hahn et al., 2017). *ahr2* is present in most tissues during developmental and adult stages, and is orthologous to *ahr2b* in other fish species (Karchner et al., 2005; Tanguay et al., 1999; Andreasen E. A. et al., 2002; Sugden et al., 2017). Expression of *ahr1a* and *ahr1b* is more restricted, largely localized to the liver and eye at 52 hpf, respectively (Sugden et al., 2017). Additionally, *ahr1b* knockdown was shown to reduce leflunomide-induced vascular Cyp1a expression at 120 hpf (Goodale et al., 2012). *ahr2* and *ahr1b* were shown to bind TCDD *in vitro*, while *ahr1a* was not (Prasch et al., 2006; Tanguay et al., 2000; Karchner et al., 2005; Andreasen E. et al., 2002). Further, TCDD exposure increased expression of *ahr2* and *ahr1a*, but not *ahr1b* (Andreasen E. et al., 2002; Andreasen E. A. et al., 2002; Garcia et al., 2018; Karchner et al., 2005; Tanguay et al., 1999; Ulin et al., 2019). *ahr2*-null zebrafish have decreased survival and diminished reproductive health, highlighting its endogenous roles. Endogenous roles for Ahr1a and Ahr1b have not been identified in zebrafish, and mutants of both are phenotypically normal (Shankar et al., 2020). These studies highlight the complexity of AHR regulation in zebrafish.

The AHR interacting protein (AIP) is also known as the X-associated protein-2 (XAP2), AH receptor-associated 9 (ARA9), or FK506-binding protein 37 (FKBP37). It belongs to a family of proteins that contain tetratricopeptide repeat (TRP) domains. AIP contains three TRP motifs and a C-terminal α-7 helix which mediate molecular interactions with other proteins (Trivellin and Korbonits, 2011).

The nonactivated AHR forms a complex with two heat shock protein 90 (HSP90) units, cochaperone p23, and AIP. Two molecules of HSP90 shape AHR’s ligand binding domain while negatively regulating AHR until ligand binding occurs. P23 interacts with the complex through HSP90 and is thought to help stabilize it and favor nuclear transport, but it is not required for AHR function (Trivellin and Korbonits, 2011; Cox and Miller, 2004; Flaveny et al., 2009). Interacting through its TRP domains, AIP binds both AHR and HSP90, stabilizing the complex and preventing proteasomal degradation of AHR (Kazzaz et al., 2024). Overexpression and co-expression studies demonstrated that AIP is important for keeping AHR in the cytoplasm rather than the nucleus (Petrulis et al., 2000). Further, overexpression of AIP has been shown to increase the sensitivity and the transcriptional response of AHR to dioxin (LaPres et al., 2000).

Upon ligand binding, AHR translocates to the nucleus and binds to ARNT. This active heterodimer binds xenobiotic responsive elements (XREs) activating transcription of phase I metabolizing enzymes such as cytochrome P450 one family (CYP1), and phase II enzymes including glutathione S-transferases (GST), UDP-glucuronosyltransferases (UGT), and NADPH quinone oxidoreductase 1 (NQO1) (Larigot et al., 2018; Yeager et al., 2009). While these enzymes often have a protective effect, they can also lead to the formation of toxic metabolites, like those seen following benzo [a]pyrene (BaP) exposure (Harrigan et al., 2004). The endogenous function of AHR is tissue-dependent, but it can play a role in mediating the cell cycle, cell proliferation, and immune system development (Avilla et al., 2020; Hao and Whitelaw, 2013; Denison et al., 2011).

Loss-of-function alleles of *Aip* are embryo-lethal in mice. *Aip*-null mice also experienced cardiac malformation, pericardial edema, decreased vasculature, and hemorrhaging (Lin et al., 2007; Kang et al., 2011). Additionally, knockout of *aip* ortholog *CG1847* in *Drosophila* is lethal during the larval stage (Aflorei et al., 2018) and *aip*-null *C. elegans* have severe phenotypes (Chen et al., 2017). In humans, *AIP* mutations are associated with familial isolated pituitary adenomas (FIPA) (Beckers et al., 2013; Daly et al., 2010). AHR loss-of-function does not produce such severe phenotypes. Beyond its role in AHR signaling, AIP interacts with a diverse range of proteins including nuclear receptors, transmembrane receptors, phosphodiesterases, mitochondrial proteins, and cytoskeletal regulators (Trivellin and Korbonits, 2011).

Several studies have investigated populations of Atlantic killifish (*Fundulus heteroclitus*) residing off the U.S. East Coast, finding that they had rapidly developed resistance to high levels of chemical pollutants (Nacci et al., 2010; Osterberg et al., 2018; Nacci et al., 2002; Reid et al., 2016; Nacci et al., 2010 trapped killifish at multiple highly contaminated sites and found that they had at least 500 times higher LC_20_ values when exposed to 3,3′,4,4′,5-pentachlorobiphenyl (PCB126) compared to killifish from sites with less contamination. The killifish embryonic EROD assay, which measures Cyp1a activity and can be used as a proxy for Ahr activation, demonstrated that fish from contaminated sites were less sensitive to Ahr activation when exposed to PCB126. Reid et al. (2016); Osterberg et al. (2018) performed whole genome sequencing (WGS) and RAD-seq, respectively, on resistant and sensitive killifish. They found that high levels of genetic diversity in killifish populations allowed rapid adaption. Further, sequence variation in multiple Ahr pathway genes were enriched in the analysis, and variants in Aip were some of the strongest candidates for resistance.

In this study we utilized two separate *aip*-mutant zebrafish lines (*aip* ^*wh86*^ and *aip* ^*wh239*^) to study the role of Aip in physiology and Ahr ligand-induced toxicity. Zebrafish have high fecundity and transparent embryos, making them ideal organisms for high-throughput physiological screening (Hill et al., 2005). Zebrafish also develop rapidly and have a much shorter generation time versus killifish (3 months vs. 12–24 months) making them an efficient model for rapid evaluation of chemical toxicity. Approximately 71% of human genes have at least one zebrafish ortholog (Howe et al., 2013). Importantly, AIP is evolutionarily conserved across species, making studies in zebrafish informative across taxa (Evans et al., 2008; Bell and Poland, 2000).

The *aip* ^*wh86*^ and *aip* ^*wh239*^ mutant lines were generated via a CRISPR-Cas9 induced deletion and early stop codon in exon two and exon five of *aip*, respectively (Karchner et al., 2026). As seen in *Aip*-null mice and *Drosophila*, zebrafish homozygous (*aip* ^*−/−*^ *)* for either mutation die at 7–10 dpf and no *aip* ^*−/−*^ adults were available for spawning. To overcome this, heterozygous (*aip* ^*+/−*^) adults were incrossed, resulting in offspring of unknown genotype in Mendelian ratios (1:2:1, *aip* ^*+/+*^ *: aip* ^*+/−*^ *: aip* ^*−/−*^) and requiring that each larva be genotyped following exposure or sample collection.

The role of Aip in the response to most Ahr ligands is not known. To investigate the role of Aip in chemical resistance, we exposed *aip* ^*wh239*^ mutant zebrafish to a diverse set of four known Ahr ligands, PCB126, 5-nitroacenaphthene (5-Nan), benzo(k)fluoranthene (BkF), and leflunomide, near their EC_50_ concentrations, the concertation which induced malformations in 50% of larvae at five dpf. Following exposure, individual larvae were assessed for morphological and behavioral defects at five dpf. Additionally, we investigated Aip’s role absent chemical exposure by performing mRNA sequencing on five dpf larvae from each genotype and line.

## 2 Materials and methods

### 2.1 *aip* ^*wh86*^ and *aip* ^*wh239*^ line development and genotyping

The generation of the *aip* ^*wh86*^ and *aip* ^*wh239*^ zebrafish lines using a CRISPR-Cas9 approach is described in Karchner et al. (2026). Briefly, the *aip* ^*wh86*^ line has a two bp deletion in exon two and encodes a 9.6kDa, 86 aa protein that lacks all of the TRP domains and the C-terminal α-helix. The *aip* ^*wh239*^ line has a five bp deletion in exon five and encodes a 38.3kDa, 342 aa protein that lacks two of three TRP domains and the C-terminal α-helix.

For genotyping these two lines, probe-based, custom TaqMan SNP Genotyping Assays (Applied Biosystems, Waltham, MA) were designed. This assay could be run in a 384-well format with the following master mix: 2.5 µL TaqMan Universal PCR Master Mix (Applied Biosystems, Waltham, MA), 0.25 µL 20X TaqMan assay, 1.5 µL ultrapure (UP) water, and 0.75 µL template genomic (gDNA) in a final reaction volume of 5 µL (Karchner et al., 2026). Guides RNAs, primers, and probes used are available in Supplementary Dataset 1-Table 1.

### 2.2 Fish husbandry

AIP mutant lines were generated in the Tüpfel long fin (TL) zebrafish line at Woods Hole Oceanographic Institution (Woods Hole, MA) and shipped to the Sinnhuber Aquatic Research Laboratory (SARL) at Oregon State University (Corvallis, OR) in 2021. There, the mutant TL lines were crossed with AB wildtype (WT) zebrafish and maintained following Institutional Animal Care and Use Committee protocols (IACUC-2024–0485 and IACUC-2024–0510).

Adults were kept in tanks with filtered, recirculating water supplemented with Instant Ocean salts (conductivity 1,000 µS, pH 7.4). Fish were kept in 6 L tanks at a density of approximately five fish/L tank at 28 °C under a 14/10 h light/dark cycle. Adult fish were fed GEMMA Micro 300 or 500 (Skretting, Inc., Fontaine les Vervins, France) twice a day. Larval and juvenile fish were fed GEMMA Micro 75 and 150, respectively, 3 times a day (Barton et al., 2016).

Pairwise spawning was performed by placing one male and one female fish in a spawning basket (Tecniplast S. p.A., Buguggiate, Italy) the afternoon before spawning. They were separated by a gate which was removed at 08:00 the morning of spawning. Alternatively, group spawning baskets were used to accommodate multiple males and females and were operated similarly. Pair spawning was used to generate new generations of fish and to track the number of contributing pairs, ensuring genetic diversity. Group spawns were used to generate offspring for experiments. Embryos were collected, staged, and maintained in embryo medium (EM) at 28 °C (Kimmel et al., 1995). The composition of the EM was as follows: 15 mM NaCl, 0.5mM KCl, 1 mM MgSO_4_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, and 0.7 mM NaHCO_3_ (Westerfield, 2007).

### 2.3 AHR ligand exposures

#### 2.3.1 AHR ligand range finding

To determine the EC_50_ concentration of each Ahr ligand, range finding was performed using *aip* ^*wh239+/+*^ larvae. At 4–5-h post-fertilization (hpf), embryos with chorions intact were plated into 96-well plates with 100 µL of EM and placed into an incubator at 28 °C. At six hpf an Ahr ligand was added using a HP D300e digital dispenser (Hewlett-Packard, Palo Alto, CA) (Truong et al., 2016). The following chemical stocks were used: 125 μg/mL PCB126, 10.14 mM 5-Nan, 10 mM BkF, and 10 mM leflunomide. All chemicals were dissolved in 100% dimethyl sulfoxide (DMSO). Range finding was performed with five concentrations of each chemical and a DMSO control. All wells were normalized to the highest concentration of DMSO (0.01%–0.6%). Concentrations, purity, CAS numbers, vendors, DMSO normalization, and sample size are available in Supplementary Dataset 1-Table 2.

Plates were sealed with ThermalSeal RTS silicone adhesive PCR film (Excel Scientific, Victorville, CA) and incubated at 28 °C under dark conditions. Plates were agitated on an orbital shaker at 235 RPM for the first 18 h (Truong et al., 2016). At five dpf larvae were screened for incidence of mortality and 11 different morphological endpoints including mortality as binary outcomes (Supplementary Dataset 1-Table 3). Morphological data were entered into our laboratory information management system, the Zebrafish Acquisition and Analysis Program (ZAAP). Dose-response modeling was performed as previously described and EC_50_ concentration was estimated for each chemical (Truong et al., 2014; Truong et al., 2016; Truong et al., 2022).

#### 2.3.2 EC_50_ AHR ligand exposure, morphological and behavioral assessment

For each chemical, we exposed 576 larvae at the predetermined EC_50_ concentration, rather than at multiple concentrations. Since *aip* ^*+/−*^ adults were used for spawning, all larvae were of unknown genotype, with each individual larvae requiring genotyping following exposure. Further, half of any clutch were *aip* ^*+/−*^ offspring, while only a quarter were *aip* ^*+/+*^ or *aip* ^*−/−*^ larvae, which effectively doubled the number of animals required to ensure sufficient statistical power. To increase throughput of experiments and reduce the unnecessary use of animals, exposures were performed at a single concentration.

The EC_50_ concentrations were determined to be 0.2 µM, 11 μM, 40 μM, and 0.75 µM for PCB126, 5-Nan, BkF, and leflunomide, respectively. Embryos were plated into six 96-well plates with a layout of half (n = 48) exposed to an Ahr ligand or vehicle control (0.0075%–0.4% DMSO) (Supplementary Dataset 1-Table 2). The DMSO concentration used for vehicle control wells was intended to normalize within experiment, so that chemical effects were compared against the same DMSO concentration. DMSO has previously been shown not to effect morphology at up to 1% and behavior at up to 0.55% in zebrafish developmental assays (Hoyberghs et al., 2021; Christou et al., 2020). Plates were incubated as described in Section 2.3.1 until five dpf when the larvae were assessed in the larval photomotor response (LPR) and larval startle response (LSR) assays, followed by morbidity and mortality assessment as described in Section 2.3.1.

The differences in the total distance traveled in LPR between exposed and control fish can elucidate impacts to brain and visual pathways (Dasgupta et al., 2022). The LSR assay immediately followed the LPR assay. Larvae were exposed to an intermittent 400 Hz auditory stimulus for 1 s, and their movement response was tracked for 9 s, and this cycle was repeated 10 times. Differences in movement between exposed and control fish can be used to assess impacts to neurobehavioral development (Dasgupta et al., 2020). The assay measured LSR total distance as an endpoint.

#### 2.3.3 96-Well larval genotyping following EC_50_ exposure

Genotyping was performed on 96-well plates following completion of 5dpf morphological and behavioral assessments: 50 µL of EM was removed from each well of the 96-well plate and 5 µL of 4 mg/mL tricaine was added to each well to euthanize the larvae. Images of each well were acquired using the Kestrel Multi-Camera Array Microscope (MCAM) (Ramona Optics Inc., Durham, NC). 10 min after the tricaine was added, 55 µL of 100 mM NaOH was introduced to each well making the final concentration of NaOH 50 mM. A multichannel pipette was used to move larvae to a 96-well PCR plate one column at a time. The plate was covered with an adhesive foil seal (VWR, Radnor, PA), placed in a thermocycler, and the larvae were digested at 100 °C for 15 min.

The plate was vortexed and centrifuged at 900x G for 3 min. A second 96-well PCR plate was prepared with 75 µL of UP H_2_O and 2.5 µL of 1 M Tris, pH 8.0 to neutralize. Using a multichannel pipette, 25 µL of homogenate was transferred to the neutralization plate. These plates were sealed with a foil seal, vortexed and centrifuged at 900x G for 1 min. Once completed for all six plates, the neutralized sample homogenates were genotyped in 384-well plates using the custom TaqMan SNP Genotyping Assay as described in Section 2.1.

#### 2.3.4 EC_50_ exposure statistical analysis

Morphological and behavioral data per well was exported from ZAAP as CSV files and the genotype of each replicate was added to the table. R version 4.4.1 (Team, 2021) was used to perform statistical analyses. Samples that could not be genotyped (often due to mortality) were removed prior to analysis.

For the morphological analysis, any larvae that were marked as “mortality” or had a well quality concern were excluded. A Kruskal–Wallis test, a non-parametric alternative to one-way analysis of variance (ANOVA), was used to test for a significant overall effect for endpoints available for a given chemical. If a significant overall effect was indicated (*p*-value ≤0.05), *post hoc* pairwise comparisons using Dunn’s test with Holm correction for multiple testing were used to evaluate genotype and concentration effects using predefined, biologically relevant comparisons of morphological endpoints (Supplementary Dataset 1-Table 4). Adjusted *p*-values ≤0.05 were considered statistically significant.

In all behavioral analyses, larvae with morphological defects were removed prior to analysis. Outliers were identified separately for each behavioral endpoint using the 1.5 • interquartile range (IQR) method. Values below Q1 – 1.5 • IQR and above Q3 + 1.5 • IQR were excluded from the analysis.

To test if baseline behavior varied by genotype without chemical exposure, behavioral data of unexposed larvae from the four EC_50_ AHR ligand exposures were assessed. To determine if movement varied by genotype and account for potential confounding due to experiments being performed on separate days, the following linear mixed model was fit: movement ∼ genotype + dataset + (1|dataset:plate). The model variables were as follows: “movement” is movement of larvae measured in mm, “genotype” is the genotype of the larvae, “dataset” adjusts for differences between the four independent experiments, and the interaction between “plate” within “dataset” accounts for plate effects within each independent experiment. Statistical significance of behavior endpoints was determined using type III ANOVA. Post-hoc pairwise comparisons were performed by assessing genotype differences using model-based estimated marginal means followed by pairwise t-tests for each comparison. Benjamini–Hochberg false discovery rate (FDR) adjusted *p*-values were presented with adjusted *p*-values ≤0.05 considered statistically significant. The LSR data required log transformation, altering the model to include log (1 + movement).

To assess whether AHR ligand exposure altered behavioral response in a genotype-dependent manner, the following linear mixed model was utilized: movement ∼ genotype • exposure + (1|plate). The model variables were as follows: “movement” is the distance traveled by larvae in the LPR assay (measured in mm), “genotype” is the genotype of the larvae, “exposure” is the chemical exposure status (exposed or control), and “plate” accounts for a potential plate effect within the experiment. Finally, the interaction between “genotype” and “exposure” tested whether there were any genotype-dependent behavioral responses due to exposure. The remaining statistical analysis was performed as described above. Concentrations and sample sizes can be found in Supplementary Dataset 1-Table 2.

### 2.4 Larval RNA sequencing

#### 2.4.1 Sample preparation

Healthy, six to eight hpf embryos with chorions intact were selected, plated into 96-well plates pre-filled with 100 µL of EM, and placed into an incubator at 28 °C. Two 96-well plates were set up for each line. At five dpf the plates were screened for mortality and malformed larvae, which were excluded from sampling.

50 µL of EM was removed from each well and the larvae were euthanized by placing the plates on ice for 10 min. The plates were removed from ice and 50 µL of RNA/DNA Shield (Zymo Research, Irvine, CA) was added to each well of a plate and left to rest for 30 min. Next, a multichannel pipette was used to dispense 100 µL of RNA lysis buffer (Zymo Research, Irvine, CA) to the first column of a plate which was immediately pipetted back up, attempting to remove the larvae with it. This solution was pipetted into a 96 round well 1.1 mL deep well homogenization plate (Axygen, Corning, NY) prefilled with 400 µL of 1.0 mm zirconium oxide beads (Next Advance Inc., Troy, NY) and 500 µL of RNA lysis buffer. The remaining 100 µL of solution in the plate was pipetted into the homogenization plate, removing any remaining larvae. This was repeated for all columns in the plate.

The homogenization plate was sealed with a silicone seal and homogenized using a Mini-Beadbeater-96 (BioSpec Products, Inc., Bartlesville, OK) for 1 min and 15 s at 2400 RPM. The homogenized plates were centrifuged for 5 min at 1700 G. A 96-well liquidator (Mettler Toledo, Greifensee, Switzerland) was used to transfer 550 µL of supernatant to a fresh KingFisher 96 deep-well plate (Thermo Fisher Scientific Inc., Waltham, MA). The sample plate was sealed with adhesive foil and stored at −20 °C until further processing.

#### 2.4.2 Sample genotyping from RNA lysis buffer

Since *aip* ^*+/−*^ adults were incrossed, all the samples needed to be genotyped. The Zymo RNA lysis buffer is a harsh denaturing solution that does not allow the enzymatic activity necessary for PCR to take place. PCR of the homogenized samples was performed by diluting a small portion of the homogenate in UP water as follows: 10 µL of supernatant was removed from the homogenization plate and added to a 96-well PCR plate. 1 µL of this homogenate was moved to a separate 96-well PCR plate containing 49 µL of UP water. This 1:49, buffer:H_2_O solution was diluted enough to permit PCR yet contained enough gDNA for probe-based genotyping using the previously described custom TaqMan SNP Genotyping Assay (Section 2.1).

#### 2.4.3 Total RNA extraction

After the genotype of each sample was determined, the sample plates were thawed and 32 larvae from each genotype and line were selected for Total RNA extraction. A KingFisher Apex liquid handler system (Thermo Fisher Scientific Inc., Waltham, MA) and a Quick-RNA MagBead kit (Zymo Research, Irvine, CA) were used to perform the extractions in a 96-well format. The Zymo kit requires an equal volume of 100% ethanol to be mixed with the sample for extraction but has a max volume of 1,000 µL. Since 550 µL of supernatant was collected, the final volume with ethanol was 1,100 µL and had to be split between two extraction plates. Each sample was individually moved and equally divided between two extraction plates. The well position of the original sample plate was tracked throughout this process and into the sample submission. 275 μL of ethanol and 30 µL of mag beads were added using a multichannel pipette and the extraction was carried out following the kit protocol including a DNase I digestion step. Briefly, the solution was mixed and RNA bound for 10 min, washed twice in 500 µL of DNA/RNA wash for 2 min each, then washed twice in 500 µL of ethanol for 2 min each. DNase treatment was performed for 10 min using 50 µL of DNase digestion buffer and RNA was rebound using 500 µL of RNA prep buffer for 10 min. RNA was washed twice in 500 µL of ethanol for 2 min each, dried for 10 min, and eluted into 50 µL of UP water by mixing for 9 min.

Individual larval RNA samples were pooled following RNA extraction to obtain sufficient RNA input and to average individual variability within each replicate, reducing inter-replicate variation. Each pooled replicate was created by combining five individual samples. Samples with the highest concentration and RIN scores >8 were selected to be pooled. The average concentrations of the pooled RNA samples were 9.16, 7.99, and 7.35 ng/μL for *aip* ^*+/+*^, *aip* ^*+/−*^, and *aip* ^*−/−*^, respectively. The RIN and concentration of each sample was determined using an Agilent 4,150 TapeStation System (Agilent, Santa Clara, CA) and a qubit fluorometer (Invitrogen, Waltham, MA), respectively. Sample concentration and quality was further characterized by Lexogen GmbH (Vienna, Austria) following sample submission. There, average concentrations (Nanodrop 2000c UV-Vis spectrophotometry) and RNA quality number (RQN) (Agilent Fragment Analyzer System) of the pooled RNA samples were measured as 13.99, 11.55, and 11.20 ng/μL and 9.64, 9.67, and 9.66 respectively, for *aip* ^*+/+*^, *aip* ^*+/−*^, and *aip* ^*−/−*^ samples.

#### 2.4.4 Lexogen sequencing of RNA samples

Pooled total RNA samples were submitted to Lexogen for sequencing. Four replicates were sequenced per genotype and line (four *aip* ^*+/+*^, *aip* ^*+/−*^, and *aip* ^*−/−*^ pools for both *aip* ^*wh86*^ and *aip* ^*wh239*^ lines) totaling 24 samples. Library preparation was performed using the CORALL mRNA-Seq V2 whole transcriptome sequencing kit (Lexogen GmbH, Vienna, Austria). 150bp paired end reads were sequenced on an AVITI sequencing platform (Element Biosciences, San Diego, California).

#### 2.4.5 RNA-seq data processing

Initial data processing and analysis was performed by Lexogen. It included trimming adapter sequences, primers, and poly-A tails as well as quality trimming and filtering using cutadapt tool (Martin, 2011) The median number of filtered reads was 30.82 million, with the minimum being 27.85 million, and the maximum being 33.51 million. The Star aligner (Dobin et al., 2013) was used to align reads to the GRCz11 genome assembly. The median percentage of uniquely mapped reads was 85.4%, with the minimum being 83.7% and the maximum being 86.7%. Unique molecular identifier (UMI) tags were included in the samples and used to remove PCR duplicates. Reads with the same UMI that mapped to the same location were collapsed to one read. Following UMI collapsing, the median percentage of remaining reads was 58.9% with the minimum being 54.6% and the maximum being 66.1%. Transcript- and gene-level count matrices were generated which included 53,466 and 32,171 features, respectively. Raw and processed RNA-seq data are deposited in the NCBI Gene Expression Omnibus database (GEO accession #GSE328610). Transcript- and gene-level count matrices are also available in Supplementary Dataset 3-Tables 1, 2, respectively.

#### 2.4.6 DEG analysis of RNA-Seq data

DEG analysis was performed in R using the DESeq2 package (Love et al., 2014). The *aip* ^*wh86*^ and *aip* ^*wh239*^ lines were analyzed as separate datasets. Transcript IDs were mapped to Ensembl gene IDs (Dyer et al., 2025) and gene symbols via biomaRt (Durinck et al., 2005; Durinck et al., 2009) using the Ensembl *D. rerio* GRCz11.115 genome assembly. Transcripts counts that belonged to the same Ensembl gene ID were summed yielding a gene level count matrix. Transcripts that could not be mapped were discarded. Genes with counts <10 summed across all samples were excluded from further analysis.

The model counts ∼ genotype was fit using the DESeq () function and the following specific genotype-within-line comparisons were made: *aip* ^*wh86−/−*^ vs. *aip* ^*wh86+/+*^, *aip* ^*wh86+/−*^ vs. *aip* ^*wh86+/+*^, *aip* ^*wh239−/−*^ vs. *aip* ^*wh239+/+*^, and *aip* ^*wh239+/−*^ vs. *aip* ^*wh239+/+*^. An analysis was also performed for line-within-genotype comparisons: *aip* ^*wh239+/+*^ vs. *aip* ^*wh86+/+*^, *aip* ^*wh239+/−*^ vs. *aip* ^*wh86+/−*^, and *aip* ^*wh239−/−*^ vs. *aip* ^*wh86−/−*^.

This returned log_2_ (fold change) (L2FC) values, wald test *p*-values, and Benjamini–Hochberg FDR-adjusted *p*-value (*p*adj). Additionally, the apeglm method (Zhu et al., 2019) for the lfcShrink () function in DESeq2 was used to shrink L2FC values to obtain more stable size estimates for low-count genes. This resulted in DEG tables with 24,510, 24,399, and 25,269 genes for the *aip* ^*wh86*^, *aip* ^*wh239*^, and line-within-genotype datasets, respectively. Transcripts were considered DEGs if they had a *p*adj ≤ 0.05 and a shrunken L2FC ≥ |1|.

Principal component analysis (PCA) was performed on gene expression values generated by DESeq2 following transformation using the variance-stabilizing transformation (VST) of the 500 most variable genes across samples. A sample-sample distance heatmap was generated using Euclidean distances computed from the VST counts using the pheatmap package (Kolde, 2025). Samples were grouped using hierarchical clustering. Potential outlier samples were assessed using the PCA, sample-sample distance heatmap, and Cook’s distances. All samples were retained. Mean-variance (dispersion) relationship and MA plots were generated using DESeq2 and showed the expected patterns for RNA-seq data.

#### 2.4.7 Maternal aip transcript annotation

Since *aip* ^*+/−*^ adults were used to generate all offspring, maternal WT transcripts may have been present in *aip* ^*−/−*^ offspring due to WT mRNA carryover from the egg. This observation was confirmed in Karchner et al. (2026). Additionally, they observed that mutant transcripts in *aip* ^*+/−*^ and *aip* ^*−/−*^ larvae are expressed at very low levels, likely due to nonsense-mediated decay (NMD). We performed a similar analysis with the present data (Karchner et al., 2026).

Samtools (samtools index) (Danecek et al., 2021) was used to index the bam alignment file corresponding to each sample, generating bam index files (bai). The bam and bai files were loaded into the integrated genome viewer web app (IGV.org/app) (Robinson et al., 2011). IGV was used to visualize and count both WT and mutant transcripts for each individual sample in both lines and all genotypes.

The quantified transcript data was analyzed in R. Nonparametric Kruskal–Wallis tests were used to assess differences in transcript abundance across genotype-line groups. Dunn’s *post hoc* tests with Holm correction were used to evaluate predefined genotype-within-line and line-within-genotype biologically relevant comparisons. Adjusted *p*-values ≤0.05 were considered statistically significant.

#### 2.4.8 GSEA network analysis of RNA-Seq data

Gene set enrichment analysis (GSEA) was performed on the RNA-seq data to investigate biological pathways perturbed by *aip* mutation in both lines. For this analysis Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Goto, 2000) and Gene Ontology: Biological Process (GO:BP) (Ashburner et al., 2000; Gene Ontology, 2026) terms were used. Using the biomaRt and KEGGREST (Tenenbaum, 2025) packages, GO:BP and KEGG gene sets were assembled for GSEA. Annotations were retrieved and exported as a GMT file with 2,159 gene sets. As previously described for the DEG analysis, DESeq2 was used to generate an *aip* ^*−/−*^ vs. *aip* ^*+/+*^ DESeq2 object for each line. Genes were ranked using Wald test statistic from the DESeq2 object “stat” ( $stat=\log_{2}\left(FC\right)/SE$ ) and exported as a RNK file.

The GSEA software (Subramanian et al., 2005; Mootha et al., 2003) was used to perform the analysis. Both lines were analyzed separately. The GMT and RNK file were loaded and GSEA pre-ranked analysis was performed using 1,000 permutations, no collapsing, and weighted enrichment. Gene sets with less than 15 genes and more than 250 genes were excluded, leaving 318 gene sets in the analysis. Filtering removed a large number of small gene sets which protected statistical power following multiple testing, and avoided large, biologically nonspecific terms.

Once the GSEA was complete, Cytoscape (Shannon et al., 2003) with the Enrichment Map (Reimand et al., 2019) and yFiles Layout Algorithms (Wiese et al., 2004) apps were used to generate the network. The positive and negative enrichment files and the rank file from the GSEA output were loaded into Enrichment Map. Using advanced options the FDR *q*-value cutoff was set to 0.05, data set edges was set to combine across data sets, cutoff metric was set to overlap, and cutoff was set to 0.25. A cutoff of 0.25 meant that at least 25% of the genes in the smaller gene set must overlap with the larger gene set for them to connect with an edge. This was performed for both lines and an overlapping gene set network was generated.

The layout was set to radial using the yFiles layout app. The nodes (gene sets) were colored by dataset, the shape was determined by ontology type (KEGG or GO:BP), node size was determined by gene set size, connection edge size was determined by number of shared genes, and the outline color was determined by normalized enrichment score (NES) direction (positive or negative). Positive NES meant that genes in a gene set were overall overexpressed in *aip* ^*−/−*^ larvae compared to *aip* ^*+/+*^ samples while a negative NES meant that a gene set’s representative genes were overall underexpressed. Nodes which did not have any connections to other nodes were removed from the network and represented in a heatmap which used a NES • -log_10_(FDR) scale. The network was further annotated in Illustrator (Adobe Inc., San Jose, CA) with ellipses drawn around groups of three or more similar nodes.

#### 2.4.9 Single cell deconvolution of bulk RNA-Seq data

Single cell deconvolution estimates cell-type-specific compositions from bulk RNA-seq data using a single-cell RNA-seq atlas from the same organism and developmental timepoint as a reference. This was used to highlight potential differences in transcriptional profile within specific cell types. For this analysis we utilized the MuSiC R package (Wang et al., 2019).

A five dpf zebrafish single-cell RNA-seq atlas was downloaded as a .h5ad file from zebrahub.sf.czbiohub.org (Lange et al., 2024), a publicly available resource for zebrafish single-cell atlases. The atlas was imported into R using the zellkonverter package (Zappia and Lun, 2025). The DelayedArray (Pagès, 2025a) and HDF5Array (Pagès, 2025b) packages were used to handle the large dataset and obtain raw count data. Cell types represented by fewer than two biological samples in the atlas were excluded from downstream analysis.

Raw single-cell counts were normalized to count per million (CPM) by dividing each cell’s counts by its library size and multiplying by 10^6^. Genes with non-zero variance across cell types were retained and the top 4,000 most variable genes were selected for deconvolution. Variance-based filtering was performed by computing mean gene expression for each cell type across all included cell types. Bulk RNA-seq data was loaded as a gene-level count matrix. The *aip* ^*wh86*^ and *aip* ^*wh239*^ lines were analyzed as separate data sets. Only *aip* ^*+/+*^ and *aip* ^*−/−*^ samples were retained for analysis. Raw counts were normalized to CPM using sample-specific library size. Genes with zero total counts were excluded from further analysis.

Cell-type proportion estimates were generated from the normalized bulk RNA-seq data and the single-cell reference using MuSiC. Estimated cell-type proportions and standard errors were exported as CSV files. Global differences in cell-type proportions between *aip* ^*+/+*^ and *aip* ^*−/−*^ for both lines were assessed using permutational multivariate analysis of variance (PERMANOVA), a non-parametric multivariate test analogous to ANOVA. If the global test was significant, two-sided Wilcoxon rank sum tests were performed to identify cell types contributing to the compositional differences between genotypes. Raw *p*-values ≤0.05 were considered significant and raw *p*-values ≤0.1 with effect sizes ≥7 were considered to be trending significant.

#### 2.4.10 Transcription factor binding motif analysis

To investigate potential common transcriptional regulators, a binding motif analysis was performed. The *aip* ^*wh86*^ and *aip* ^*wh239*^ datasets were analyzed separately. DEG tables for the *aip* ^*−/−*^ vs. *aip* ^*+/+*^ comparisons were loaded into R as TSV files and filtered, only retaining DEGs (*p*adj ≤ 0.05, shrunken L2FC ≥ |1|). Additionally, the gene-level count matrixes for each line were loaded into R as a TSV files. The gene count matrix serves as reference for background gene expression and only measurably expressed genes with read counts ≥10 in at least two samples were retained for the analysis.

The rtracklayer package (Lawrence et al., 2009) was used to import gene annotations from the Ensembl *D. rerio* GRCz11.115 genome assembly. Promoter sequences were defined as the genomic regions ±1 kb around the transcription start site using the GenomicRanges (Lawrence et al., 2013) and GenomeInfoDb (Arora et al., 2025) packages. The analyses were further divided into higher abundance DEGs or lower abundance DEGs for the aip^−/−^ vs. *aip* ^*+/+*^ comparison. Promoter sequences were extracted for each gene and written as FASTA files. Additionally, promoter sequences were extracted for all expressed genes using the previously mentioned gene count matrix and written as FASTA files.

The Meme Suite (Bailey et al., 2015) Analysis of Motif Enrichment (AME) tool (McLeay and Bailey, 2010) was used to perform motif enrichment. Promoter sequences from DEGs were compared against promoter sequences from the expressed background genes using the total-hits scoring method against the JASPAR 2026 vertebrate transcription factor (TF) motif database (Ovek Baydar et al., 2026). Statistical analysis was performed within AME using Fisher’s exact test with a Bonferroni correction. An adjusted *p*-value ≤0.05 was considered significant. Output files included enriched TF binding motif sequences, motif names/IDs, motif family/class, and adjusted *p*-values.

#### 2.4.11 Isoform-level differential transcript usage

In addition to DEG analysis, we utilized the transcript-level RNA-seq data to investigate differential transcript usage (DTU). DTU analysis is used to look at a gene’s alternative splicing products by testing for changes in proportion of transcript usage between conditions, while considering the overall change in expression of the corresponding gene. This differs from other analyses like differential transcript expression (DTE) which treats a transcript’s change in expression as an independent event without considering the gene’s overall change in expression (Froussios et al., 2019; Tekath and Dugas, 2021).

RNA-seq data was loaded into R as a transcript-level count matrix with the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines analyzed as separate data sets. Only *aip* ^*+/+*^ and *aip* ^*−/−*^ samples were retained for analysis. Transcript IDs were linked to Ensembl gene IDs and gene symbols using biomaRt to import the Ensembl *D*. *rerio* GRCz11.115 genome assembly. The IsoformSwitchAnalyzeR package (Vitting-Seerup and Sandelin, 2017; Vitting-Seerup and Sandelin, 2019) was used to integrate the transcript counts and experimental design (aip^+/+^ was specified as the reference level) with the Ensembl *D. rerio* GRCz11.115 genome assembly producing one IsoformSwitchAnalyzeR object per *aip* mutant line.

Low confidence features (≤5 counts, average isoform fraction (IF) ≤ 1%|, genes with a single isoform) were removed. DTU analysis between *aip* ^*−/−*^ and *aip* ^*+/+*^ was performed using DEXSeq (Anders et al., 2012; Reyes et al., 2013). Transcripts were considered DTUs if they had Benjamini–Hochberg FDR-adjusted isoform switch *q*-values ≤0.05. DTUs were retained for downstream analysis if they had a change in isoform fraction (IF_aip_^+/+^ – IF_aip_^−/−^ = dIF) ≥ |0.1|.

Open reading frames (ORFs) were pulled from the reference genome and added to the IsoformSwitchAnalyzeR object for protein-level analysis. Nucleotide and amino acid sequences were extracted for transcripts with dIF ≥ |0.1|, and protein domains were annotated using Pfam (Blum et al., 2025; Paysan-Lafosse et al., 2025). Amino acid sequences were also used as an input for the following external protein feature prediction tools: CPC 2.0 (Kang et al., 2017; Kong et al., 2007) to assess coding potential of transcripts, SignalP 6.0 to predict signal peptides (Teufel et al., 2022) DeepTMHMM 1.0 (Hallgren et al., 2022) to predict transmembrane helices, DeepLoc2 (Odum et al., 2024) to predict subcellular localization, AIUPred (Erdos and Dosztanyi, 2024; Erdos et al., 2025) to predict intrinsically disordered regions, NetSurfP 3.0 (Hoie et al., 2022) to predict surface accessibility and secondary structure, and TargetP2 (Almagro Armenteros et al., 2019) to predict mitochondrial targeting peptides. Finally, intron retention was quantified using IsoformSwitchAnalyzeR.

IsoformSwitchAnalyzeR was then used to assess functional consequences of alternative splicing products including changes in coding potential, protein domains, signal peptides, transmembrane topology, subcellular localization, intrinsically disordered regions, mitochondrial targeting peptides, and intron retention. Only significant consequences were retained (*q* ≤ 0.05, dIF ≥ |0.1|).

## 3 Results

### 3.1 *aip* mutation alters susceptibility to ahr ligands

At five dpf, Aip mutants exposed to the vehicle control, DMSO, did not exhibit morphological differences between the genotypes, i.e., unexposed *aip* ^*wh239+/+*^, *aip* ^*wh239+/−*^ and *aip* ^*wh239−/−*^. Most statistically significant endpoints correlated with an increased incidence of the observed phenotype following chemical exposure in at least one genotype. Further, for many endpoints there was a significant difference in the incidence of morphological defects between the genotypes in the exposed group, demonstrating potential differential susceptibility. Results of the statistical analysis can be found in Supplementary Dataset 2-Table 2 and raw data is available in Supplementary Dataset 2-Table 1.

All three genotypes were exposed to a single concentration of each AHR ligand where 50% of *aip* ^*wh239+/+*^ larvae exhibited an effect (EC_50_). For each exposure, 11 morphological endpoints were assessed and a summative endpoint “any effect” was computed. Overall, *aip* ^*wh239−/−*^ larvae showed reduced sensitivity to PCB126 (Figure 1A). At 0.2 µM of PCB126, there was a significant difference in cranium, edema, muscle, and any effect phenotype between for *aip* ^*wh239−/−*^ and *aip* ^*wh239+/+*^ larvae. All the endpoints except for “muscle” were significantly different between *aip* ^*wh239−/−*^ and *aip* ^*wh239+/−*^.

**FIGURE 1:**
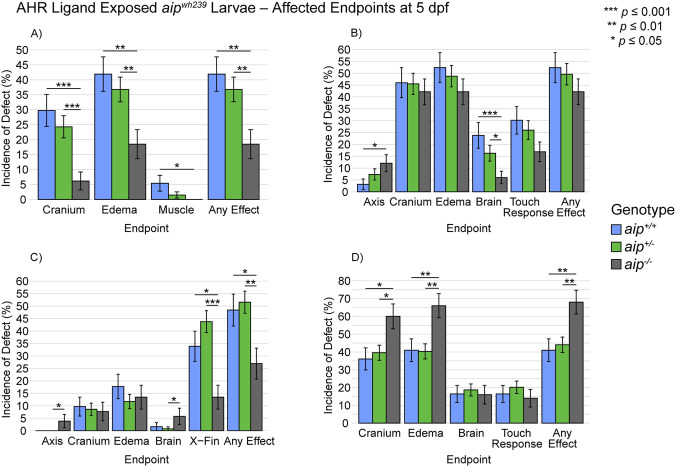
Morphological endpoints with significantly increased incidence in five dpf *aip* ^*wh239*^ larvae following exposure to Ahr ligands near their EC_50_ concentrations **(A)** 0.2 µM PCB126 **(B)** 11 µM 5-NAN **(C)** 40 μM BkF, and **(D)** 0.75 µM leflunomide. Affected endpoints are displayed on the x-axis, while the percent incidence of the endpoint is displayed on the y-axis. Significant differences between each genotype are denoted by an asterisk, * (*p*-value ≤0.05, Kruskal–Wallis test followed by Dunn’s *post hoc* tests with Holm correction, error bars = standard error). Each experiment demonstrated that *aip* ^*wh239−/−*^ larvae had differential susceptibility to Ahr ligands, with reduced sensitivity to all exposures except leflunomide, for which sensitivity was greater.

Exposure to 11 µM 5-Nan caused significant changes in six endpoints: axis, cranium, edema, brain, touch response, and any effect endpoints, but only the axis and brain endpoints showed a significant difference between two genotypes (Figure 1B). *aip* ^*wh239−/−*^ exposed larvae had reduced incidence of the brain endpoint compared to both *aip* ^*wh239+/+*^ and *aip* ^*wh239+/−*^ larvae. However, *aip* ^*wh239−/−*^ larvae had increased incidence of the axis endpoint compared to *aip* ^*wh239+/+*^ larvae.

Exposure to 40 µM BkF also caused significant changes in six endpoints: axis, cranium, edema, brain, X-fin, and any effect endpoints (Figure 1C). In the exposure group, *aip* ^*wh239−/−*^ larvae had significantly reduced X-fin malformations compared to the other genotypes. Incidence of the cranium and edema endpoints were not significantly changed among the exposed genotypes. *aip* ^*wh239−/−*^ larvae had significantly greater incidence of both axis and brain endpoints compared to *aip* ^*wh239+/−*^ animals. However, any effect was still significantly lower in *aip* ^*wh239−/−*^ larvae, driven by reduced susceptibility to the X-fin phenotype.

In contrast to the first three exposures, when exposed to 0.75 µM leflunomide, *aip* ^*wh239−/−*^ zebrafish demonstrated increased sensitivity (Figure 1D). Cranium, edema, brain, touch response, and any effect endpoints had significant effects. *aip* ^*wh239−/−*^ animals had greater incidence of cranium, edema, and any effect endpoints, while the incidence of the brain and touch response endpoints were unchanged across the exposed genotypes.

### 3.2 Unexposed and exposed *aip* ^*wh239−/−*^ larvae have an altered photomotor and startle response

Unexposed *aip* ^*wh239−/−*^ larvae travelled significantly greater distance (hyperactivity) than *aip* ^*wh239+/+*^ larvae during the light-dark transition of the LPR assay. Specifically, *aip* ^*wh239−/−*^ larvae were hyperactive during the light phase of the assay. Larval movement is typically low in the light phase and higher in the dark phase. Additionally, the total distance travelled after an acoustic vibration (larval startle response (LSR)) was significantly greater in *aip* ^*wh239−/−*^ larvae compared to the other genotypes. There was no difference between *aip* ^*wh239+/+*^ and *aip* ^*wh239+/−*^ animals in the LPR assay (Figure 2). Estimates and *p*-values of fixed effects and pairwise comparisons for baseline behavior can be found in Supplementary Dataset 2-Table 3.

**FIGURE 2:**
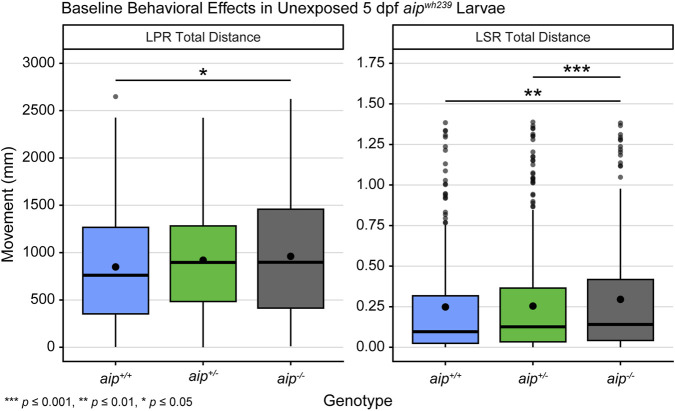
Behavioral analysis of DMSO-exposed five dpf larvae from the *aip* ^*wh239*^ line. Data is from control larvae for each of the four EC_50_ Ahr ligand exposures. A linear mixed model was fit, including “dataset” as a variable to account for experiment-to-experiment variation. Genotype is presented on the x-axis, and larval movement in mm is presented on the y-axis for LPR and LSR total distance. Boxplots show the median (horizontal line), mean (circle), interquartile range (box), and 1.5x the interquartile range (whiskers). Significant differences between each genotype are denoted by an asterisk, * (*p*-value ≤0.05, type III ANOVA followed by pairwise t-tests of model-based estimated marginal means adjusted using Benjamini–Hochberg FDR correction). Unexposed *aip* ^*wh239−/−*^ larvae had significantly increased movement in the LPR and LSR assays when compared to *aip* ^*wh239+/+*^ larvae.

When investigating PCB126 exposure effects within genotype it was determined that PCB126-exposed *aip* ^*wh239+/+*^ and *aip* ^*wh239+/−*^ larvae were hypoactive in the LPR assay. These differences were driven by changes in movement during the light phase of the assay. *aip* ^*wh239−/−*^ larval photomotor behavior did not differ between control and exposed. The *aip* ^*wh239+/+*^ or *aip* ^*wh239+/−*^ vs. *aip* ^*wh239−/−*^ genotype • exposure interactions did not have significant FDR-adjusted *p*-values (≤0.05), indicating that PCB126 exposure did not produce greater hypoactivity in any of the genotypes. While the within genotype effects suggest that homozygous *aip* mutation may be protective against PCB126 behavioral effects, the interaction effects were nonsignificant and homozygous *aip* mutation cannot be definitively linked to altered behavioral sensitivity (Supplementary Dataset 2-Table 4).

All 5-Nan exposed larvae, regardless of genotype, were hypoactive during the LPR assay, and *aip* ^*wh239+/−*^ larvae were hypoactive in the LSR assay. Examination of the genotype • exposure interaction for LPR total distance indicated that 5-Nan exposure led to greater hypoactivity in *aip* ^*wh239+/−*^ larvae compared to *aip* ^*wh239−/−*^ and *aip* ^*wh239+/+*^ larvae. While the difference in 5-Nan-induced hypoactivity between *aip* ^*wh239+/−*^ and *aip* ^*wh239−/−*^ larvae suggests that homozygous *aip* mutation may be protective against 5-Nan exposure, the same behavioral alteration was observed between *aip* ^*wh239+/−*^ and *aip* ^*wh239+/+*^ larvae, reducing the certainty that this behavioral phenotype was induced by *aip* mutation. These changes were driven by decreased movement in the dark phase of the LPR assay (Supplementary Dataset 2-Table 4).

The BkF within genotype exposure effects showed that all exposed genotypes were hypoactive in both the light and dark phases of the LPR assay, but hyperactive in the LSR assay. However, none of the genotype • exposure interactions had significant FDR-adjusted *p*-values, suggesting that *aip* mutation does not protect against BkF-induced behavioral alterations (Supplementary Dataset 2-Table 4).

As with the BkF exposure, the leflunomide exposure within genotype analysis showed that all exposed genotypes were hypoactive in both the light and dark phases of the LPR assay, but hyperactive in the LSR assay. Leflunomide exposure also induced the clearest genotype-dependent behavioral effects. The genotype • exposure interaction showed that *aip* ^*wh239−/−*^ larvae had greater hypoactivity during the light phases of the LPR assay due to leflunomide exposure than did the other genotypes (Figure 3). This suggests that *aip* mutation resulted in greater sensitivity to leflunomide-induced behavioral alterations. Estimates and *p*-values of fixed effects and pairwise comparisons for chemical exposures can be found in Supplementary Dataset 2-Table 4. Raw data is available in Supplementary Dataset 2-Table 1.

**FIGURE 3:**
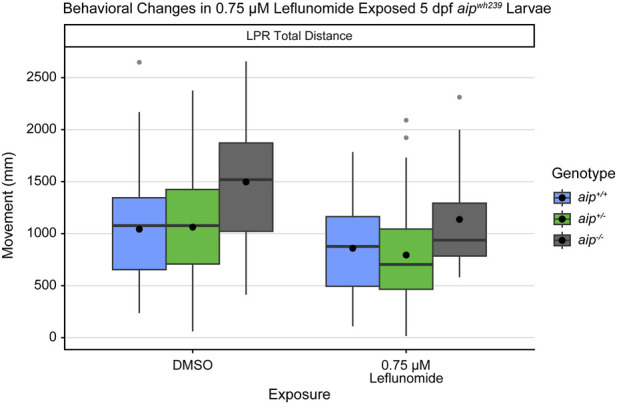
Behavioral analysis of leflunomide-exposed five dpf larvae from the *aip* ^*wh239*^ line. Exposure condition is presented on the x-axis, and larval movement in mm is presented on the y-axis for LPR total distance. Genotype is denoted by color. Boxplots show the median (horizontal line), mean (circle), interquartile range (box), and 1.5x the interquartile range (whiskers). When exposed to leflunomide, the reduction in movement (hypoactivity) of *aip* ^*wh239−/−*^ larvae was significantly greater compared to the other genotypes (*p*-value ≤0.05, type III ANOVA followed by pairwise t-tests of model-based estimated marginal means adjusted using Benjamini–Hochberg FDR correction).

### 3.3 Homozygous *aip* mutation drives extensive transcriptomic changes in larvae

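*aip* encodes a cochaperone that binds Hsp90 and the aryl hydrocarbon receptor (Ahr), and RNA of whole larvae was sequenced from a pair of mutant lines of this gene, *aip* wh86 and *aip* wh239, written *wh86* and *wh239* from here on. Each of the 24 libraries was made from a pool of the RNA of 5 larvae, and each line had 4 pools of +/+, 4 of +/− and 4 of −/− larvae. The pools were separate, so each pool was 1 replicate. The gene *aip* had 635 to 752 counts in the *wh86* +/+ pools, 366 to 438 in +/− and 73 to 102 in −/−. In *wh239* it had 677 to 788 counts in +/+, 355 to 432 in +/− and 83 to 98 in −/−. RNA concentration was 10.01 ± 0.451 ng/µl (SD, n = 4) in *wh86* +/+ pools and 7.76 ± 0.415 in −/− pools (exact permutation test, two-sided p = 0.0286, the smallest that 4 pools against 4 allow). It was 8.78 ± 0.523 ng/µl in *wh239* +/+ and 7.07 ± 0.199 in −/−, with the same exact p. By the paper's methods the pools were made from extracts chosen for high concentration and RNA quality. The values are therefore of selected larvae.

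The paper's methods describe mRNA libraries with a unique molecular identifier (UMI) on each molecule, trimming with cutadapt, alignment to GRCz11 with STAR and the collapse of reads that shared a UMI and a position. The sources used here do not name the counting tool. The gene table held whole-number counts of 32057 zebrafish genes and of 114 spike-in RNAs, synthetic controls that were left out of the library totals. Totals, in units of M (mega), were 12.79 to 13.81 M counts in *wh86* +/+, 12.58 to 14.79 in +/− and 12.85 to 15.73 in −/−. They were 12.29 to 14.24 M in *wh239* +/+, 12.08 to 13.85 in +/− and 12.30 to 12.94 in −/−. The paper gives its depth as filtered reads before the collapse of UMIs, and every value here uses the counts. The authors summed transcript counts per gene for their own test. No table used here pairs transcripts with genes, so the counts per gene were taken instead. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F test in the genes with at least 10 counts summed over the libraries fitted. Genes are called here at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more. The paper applies these thresholds to shrunken fold changes from DESeq2. Abundance is given in CPM, counts scaled to the library total, as mean ± SD over 4 pools. For groups of 1 to 3 counts a ratio has its 95% interval, which covers counting error only.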

To investigate transcriptional changes, four pools of five five dpf larvae were sequenced from each line and genotype. 

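The −/− pools of both lines stood apart from the other pools on the axis that held the most variance, and the +/− pools lay near the +/+ pools. A principal component analysis (PCA) was made on log2 CPM of the 500 genes with the highest variance over the 24 libraries. The *wh86* −/− pools had a mean score of 23.5 ± 7.23 (SD, n = 4) on PC1, the *wh86* +/+ pools −15.9 ± 1.17 and the *wh86* +/− pools −13.5 ± 0.351. The *wh239* −/− pools had a mean score of 28.2 ± 4.59, the *wh239* +/+ pools −11.4 ± 1.57 and the *wh239* +/− pools −10.9 ± 1.87. Every −/− pool of either line scored above every +/+ and +/− pool. The gap between −/− and +/+ was larger than the spread between pools in both lines, and the gap between +/− and +/+ in *wh239* was not. In *wh86* every +/− pool scored above every +/+ pool (−13.9 to −13.1 against −17.5 to −14.8), a gap larger than the spread. PC1 held 47.4% of the variance of these genes, and 75.3% after the variance-stabilizing transformation of DESeq2.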

To observe transcriptomic variance between each genotype a PCA (Figure 4) and DEG analysis (Table 1) were performed. *aip* ^+/+^ and *aip* ^+/−^ samples distinctly separated from *aip* ^−/−^ samples along PC1 which contained a large amount of the observed variance (81.6%) (Figure 4A). The sample-sample distance heatmap (Figure 4B) also estimated a large difference between *aip* ^−/−^ larvae and the other genotypes. 

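The genes with the largest rise in −/− larvae included *lepb*, which encodes a leptin, *il11a*, an interleukin of the response to injury, and *nppb*, a natriuretic peptide of the heart. Those with the largest fall included *hpxa*, which encodes the heme-binding protein hemopexin, *leap2*, a peptide of the liver, and *cyp2aa8*, a cytochrome P450. *il11a* rose from 0.0964 ± 0.0402 to 5.66 ± 1.90 CPM in *wh86*, a log2 fold change of 5.75 (SE 0.45, adjusted p = 4.84e-09 from edgeR). In *wh239* it rose from 0.232 ± 0.121 to 8.02 ± 1.55 CPM (log2 fold change 5.07, SE 0.28, adjusted p = 3.86e-13 from edgeR). *nppb* had log2 fold changes of 4.35 and 4.37 in *wh86* and *wh239* (edgeR adjusted p = 2.88e-05 and 3.41e-10). *lepb* had a log2 fold change of 6.27 in *wh86* (SE 0.67, adjusted p = 7.90e-06 from edgeR). In *wh239*, *lepb* had 3 counts over the 4 +/+ pools and 667 over the −/− pools, a ratio of 229.5 (95% interval 78.2 to 1116), and 1 −/− pool held 31.4 CPM of it against a mean of 13.2 CPM. The genes *ponzr4*, *mfap4.4*, *si:ch211-113d11.8* and *si:dkey-96g2.2* had log2 fold changes between 4.06 and 4.71 over both lines. *hpxa* fell by 5.51 on the log2 scale in *wh86* (SE 0.71, adjusted p = 1.75e-04 from edgeR) and by 4.83 in *wh239* (adjusted p = 0.00216). *leap2* had log2 fold changes of −4.13 and −2.33, and *cyp2aa8* of −3.70 and −2.94. Of 24913 genes tested in *wh86*, 821 were called higher and 737 lower in −/−, 1558 in all, of which 52.7% were higher. Of 24773 tested in *wh239*, 747 were called higher and 550 lower, 1297 in all. Spike-in RNA made up 1.55% ± 0.193 of the counts of *wh86* −/− pools and 1.95% ± 0.0953 of +/+ pools (exact permutation test, two-sided p = 0.0286), and scaling to it moved the median log2 fold change of all genes in *wh86* by 0.39. All changes are therefore given relative to the TMM-scaled total of gene counts. With the spike-in scaling 2228 genes were called higher and 233 lower in *wh86* (90.5% higher).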

When comparing *aip* ^*wh86*−/−^ vs. *aip* ^*wh86*+/+^ samples 1,158 DEGs (*p*adj ≤ 0.05, shrunken L2FC ≥ |1|) were found, while 927 DEGs were found in an *aip* ^*wh239*−/−^ vs. *aip* ^*wh239*+/+^ comparison. 

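Many of the genes that changed in −/− larvae did so in both lines. *crema* and *cremb* encode repressors of transcription driven by cyclic AMP (cAMP), and *igfbp1a* encodes a secreted protein that binds insulin-like growth factors. *LCT* encodes lactase and *cpo* a carboxypeptidase, both enzymes of digestion. *crema* rose by a log2 fold change of 2.10 in *wh86* and 2.07 in *wh239*, *cremb* by 2.10 in *wh86* and 2.31 in *wh239*, and *igfbp1a* by 2.16 in *wh86* and 2.22 in *wh239* (the highest edgeR adjusted p of these was 7.17e-06). *LCT* had log2 fold changes of −3.06 in *wh86* and −2.87 in *wh239*, and *cpo* of −2.77 in *wh86* and −2.73 in *wh239* (edgeR adjusted p = 0.00148 and 1.08e-12 in *wh239*). Of 24498 genes tested in both lines, 855 were called in both with the same direction, 524 higher and 331 lower. Lists of this size drawn independently would share 41.2 with the same direction. A further gene, *si:dkey-22i16.9*, was called in both lines with opposite directions. Another 693 genes were called in *wh86* alone and 435 in *wh239* alone. The number in *wh86* alone was 1052 without *wh86* −/− replicate 3 and 1552 with the spike-in scaling. Of the 693, 651 had the same sign of change in *wh239* and 378 also had an edgeR adjusted p of 0.05 or less there. Of the 435, 398 had the same sign in *wh86* and 193 also passed the adjusted p there. A test of the difference itself, the interaction of genotype and line in all 24 libraries, called 20 genes, of which 7 were among those called in 1 line alone. Without *wh86* −/− replicate 3 it called 113 genes, the 20 included. Across all genes the log2 fold changes of the lines had a Pearson r of 0.68, and across the called genes 0.83. Genes are not independent replicates, so no p is given. With the spike-in scaling, which raised the fold changes of *wh86*, 737 genes were called higher and 150 lower in both lines.

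**Figure D1:**
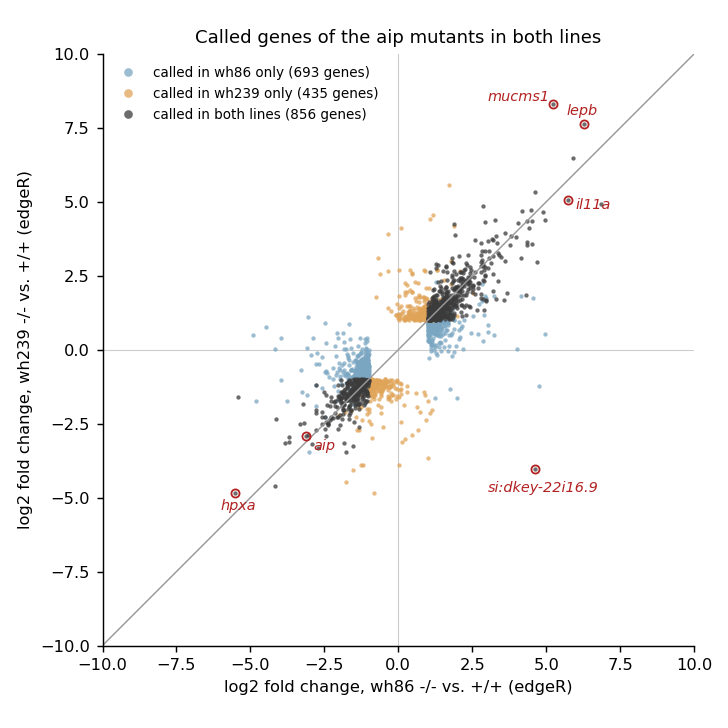
Log2 fold change of −/− against +/+ larvae in *wh86* (x axis) and *wh239* (y axis) for each gene called in either line. Points stand for genes, colors for the line or lines in which a gene was called (693 in *wh86* alone, 435 in *wh239* alone, 856 in both), and the grey line for equal changes. *si:dkey-22i16.9* lies far from that line.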

658 DEGs overlapped between the lines while 500 and 269 DEGS were unique to the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines, respectively. 

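*si:dkey-22i16.9* (ENSDARG00000095949) rose with each mutant copy of *aip* in *wh86* and was near the limit of detection in *wh239*. The files name no product for it. Whether it lies on the chromosome that carries *aip* was not determined. *si:dkey-22i16.9* had 0.671 ± 0.351 CPM in *wh86* +/+ pools, 8.04 ± 0.746 in +/− and 16.8 ± 0.512 in −/−. The log2 fold change of −/− against +/+ in *wh86* was 4.63 (SE 0.18, adjusted p = 1.09e-14 from edgeR). It had 0.477 ± 0.187 CPM in *wh239* +/+ pools and 0.257 ± 0.0848 in +/−. In *wh239* −/− pools it had 1 count in all, in replicate 2, against 25 counts in +/+, a ratio of +/+ to −/− of 24.2 (95% interval 3.96 to 994). That fall passed the test in *wh239* (adjusted p = 3.54e-04 from edgeR), and DESeq2 and edgeR's own filter on low counts gave no test of it there. The interaction of genotype and line had an adjusted p = 1.36e-10 from edgeR.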

Only one DEG that was present in both datasets differed in abundance direction; *si:dkey-22i16.9* was in greater abundance in the *aip* ^*wh86*^ dataset but lower in the *aip* ^*wh239*^ dataset. When comparing *aip* ^+/−^ vs. *aip* ^+/+^ there were six and 4 DEGs found for the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines, respectively. This is consistent with the high degree of similarity observed between *aip* ^+/−^ and *aip* ^+/+^ animals (Karchner et al., 2026).

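The genes called in +/− larvae had levels between those of +/+ and −/− larvae. They were *si:dkey-22i16.9*, *si:dkey-22n8.3* (ENSDARG00000089853) and *mucms1* (ENSDARG00000069566) in *wh86*, and *mucms1* in *wh239*. *si:dkey-22n8.3* lies on the chromosome that carries *aip*, 215 genes from it in the GRCz12tu gene order. *si:dkey-22i16.9* and *mucms1* could not be placed. Sequence linked to *aip* would also give levels between those of +/+ and −/−, so these levels do not show a response to the dose of Aip. *mucms1* had 0.510 ± 0.558 CPM in *wh86* +/+ pools, 8.68 ± 1.51 in +/− and 18.9 ± 0.930 in −/−. The log2 fold change in *wh86* +/− was 4.09 (SE 0.40, adjusted p = 0.00111 from edgeR). In *wh239*, *mucms1* had 3 counts over the +/+ pools and 340 over the +/− pools, a ratio of 116 (95% interval 39.5 to 567, edgeR adjusted p = 1.87e-12). Its 1076 counts in *wh239* −/− gave a ratio of 370.2 (95% interval 126 to 1798). *si:dkey-22n8.3* had 2.23 ± 1.18, 9.61 ± 0.865 and 19.5 ± 1.97 CPM in *wh86* +/+, +/− and −/− pools, with a log2 fold change of 2.12 in +/− (SE 0.22, adjusted p = 2.89e-04 from edgeR). In *wh239* it had 2.34 ± 1.55, 8.10 ± 2.02 and 17.7 ± 3.92 CPM. Its rise in *wh239* +/− did not pass in edgeR (log2 fold change 1.80, adjusted p = 0.551), and passed in DESeq2 (adjusted p = 0.00918) and in edgeR without *wh239* +/+ replicate 3 (adjusted p = 0.00255). *si:dkey-22i16.9* had a log2 fold change of 3.56 in *wh86* +/− (SE 0.20, adjusted p = 6.73e-11 from edgeR) and did not pass in *wh239* +/−. In all, 3 genes were called higher in *wh86* and 1 in *wh239*, and edgeR called no gene lower in either line. In *wh86* 1 gene was called lower with DESeq2, and in edgeR with DESeq2's size factors, no filter on low counts, the 8 libraries compared, all 24 libraries, the replicate block or without *wh86* +/+ replicate 3, and in *wh239* 1 was without *wh239* +/+ replicate 3. At an unadjusted p under 0.05 there were 1542 of 24913 tested genes in *wh86* and 1063 of 24773 in *wh239*, changes of both signs included. Without any change a share of about 0.05 of the tested genes would pass at this p. The count of *wh239* lay under that share and the count of *wh86* somewhat above it. DESeq2 called 5 and 2 genes. With the spike-in scaling 4 genes were called higher and 1 lower in *wh86*, and 2 higher and 1 lower in *wh239*. Leaving out *wh86* +/+ replicate 3 gave 5 genes in *wh86*, and leaving out *wh239* +/+ replicate 3 gave 4 in *wh239*.

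**Figure D2:**
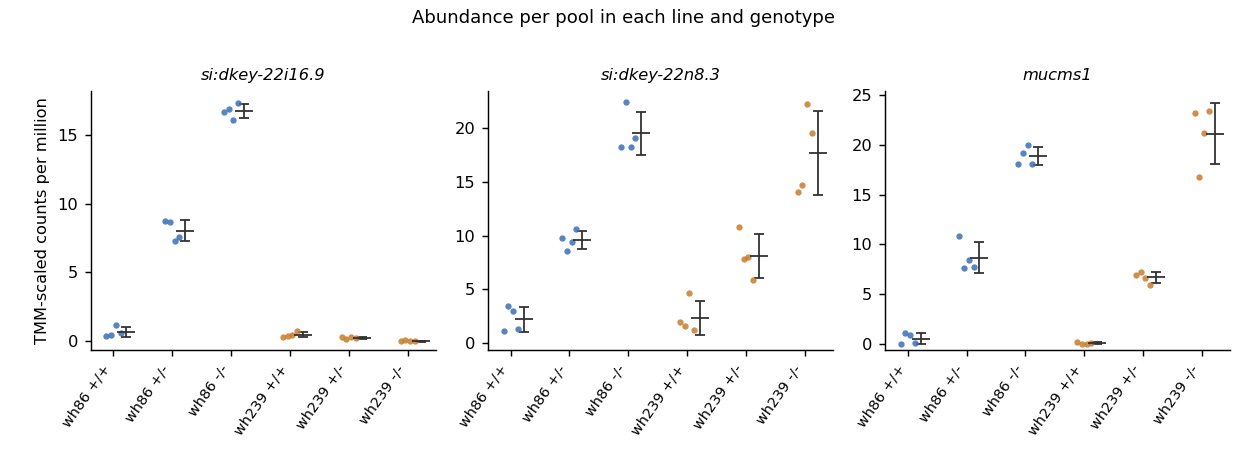
CPM (y axis) of *si:dkey-22i16.9*, *si:dkey-22n8.3* and *mucms1* in each pool of each line and genotype (x axis). Points stand for pools, and bars for the mean and SD of 4 pools. The +/− pools of *wh86* lie between the +/+ and −/− pools in all 3 genes.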

**FIGURE 4:**
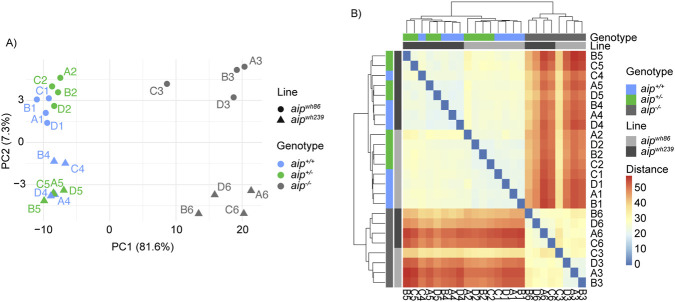
PCA plot **(A)** and sample–sample distance heatmap **(B)** of all 24 five dpf RNA-seq samples with sample ID. PCA was performed on the 500 most variable genes across the samples using variance-stabilizing transformed (VST) counts. The sample-sample distance heatmap was generated using Euclidean distances computed from the VST counts and grouped via hierarchical clustering. Both plots show the different lines and, to a greater extent, the *aip* ^*−/−*^ samples cluster separately.

**TABLE 1:** DEG (*p*adj ≤ 0.05, shrunken L2FC ≥ |1|) counts for the five dpf RNA-seq data. Each comparison performed using DESeq2 is shown and includes higher abundance, lower abundance, and the total number of DEGS. *aip* ^*−/−*^ larvae had a high number of DEGs compared to *aip* ^*+/+*^ larvae, where *aip* ^*+/−*^ animals had very few. There was a moderate number of DEGs when comparing between the lines but within genotype. The *aip* ^*wh239+/+*^ vs. *aip* ^*wh86+/+*^ comparison revealed 105 DEGs in total, suggesting some divergence between the lines, even in WT animals. This is supported by the PCA and heatmap results in Figure 4.

Group 1 vs.	Group 2	DEG up	DEG down	DEG total
*aip* ^*wh86−/−*^	*aip* ^*wh86+/+*^	639	519	1,158
*aip* ^*wh86+/−*^	*aip* ^*wh86+/+*^	6	0	6
*aip* ^*wh239−/−*^	*aip* ^*wh239+/+*^	559	368	927
*aip* ^*wh239+/−*^	*aip* ^*wh239+/+*^	4	0	4
*aip* ^*wh239−/−*^	*aip* ^*wh86−/−*^	93	82	175
*aip* ^*wh239+/+*^	*aip* ^*wh86+/+*^	39	66	105
*aip* ^*wh239+/−*^	*aip* ^*wh86+/−*^	47	81	128

The *aip* ^*wh86*^ and *aip* ^*wh239*^ lines separated along PC2 with much less variance (7.3%), including a separation of *aip* ^+/+^ and *aip* ^+/−^ samples between lines and a slightly greater separation between *aip* ^−/−^ samples (Figure 4A). 

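The lines stood apart on the second axis in every genotype. On PC2 the *wh86* pools had mean scores of 12.1 ± 2.44 (SD, n = 4) in +/+, 13.3 ± 3.14 in +/− and 17.1 ± 0.479 in −/−. The *wh239* pools had −14.7 ± 1.87 in +/+, −15.0 ± 0.723 in +/− and −12.9 ± 0.573 in −/−. The lowest of the 12 *wh86* pools lay above the highest of the 12 *wh239* pools. PC2 held 28.1% of the variance of the 500 genes, and 11.9% after the variance-stabilizing transformation. Within each line the means of the genotypes lay closer together than the lines did. The paper describes plates set up line by line, so a difference of plate or clutch cannot be told from one of line.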

There is a degree of difference between *aip* ^+/+^ samples in either line with 105 DEGs found. 

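*ern1*, *mhc1uma* and *cela1.5*, genes of the unfolded protein response, immunity and digestion, were among those that differed between +/+ larvae of the lines. *ern1* encodes Ire1, a sensor of unfolded proteins in the endoplasmic reticulum (ER), and *mhc1uma* a class I protein of the major histocompatibility complex. *ern1* (ENSDARG00000013997) had 13.7 ± 1.63 CPM in *wh86* +/+ pools and 47.5 ± 12.5 in *wh239* +/+ pools, a log2 difference of 1.80 (SE 0.20, adjusted p = 4.46e-05 from edgeR). *mhc1uma* (ENSDARG00000039164), whose paralogs may share reads with it, had 154 counts in *wh86* +/+ and 0 in *wh239* +/+, at least 51.7-fold higher in *wh86* by the floor of 3 counts over a group. The unnamed gene ENSDARG00000059039 had 183 counts in *wh86* +/+ and 0 in *wh239* +/+, at least 61.4-fold higher in *wh86*. *cela1.5*, an elastase of the pancreas, was lower in *wh239*, with a log2 difference of −4.10 (edgeR adjusted p = 1.25e-08), and *si:ch211-11p18.6* had a log2 difference of −3.69. Higher in *wh239* were *fthl30*, which encodes a ferritin heavy chain, with a log2 difference of 1.49 (SE 0.23, adjusted p = 1.51e-04 from edgeR) and *cspg4bb*, a proteoglycan gene, with 1.17. *shisa10.2* had 3 counts in *wh86* +/+ and 102 in *wh239* +/+, a ratio of 33.8 (95% interval 11.2 to 167). *aip* itself had a log2 difference of 0.04 that did not pass (edgeR adjusted p = 0.887). Of 25737 genes tested, 48 were called higher and 130 lower in *wh239* +/+ than in *wh86* +/+, 178 in all, and DESeq2 called 100. Without *wh86* +/+ replicate 3 there were 29 higher and 100 lower, and without *wh239* +/+ replicate 1 there were 29 higher and 97 lower.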

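In −/− larvae the gene with the lowest adjusted p between the lines, among those with more than 3 counts in each group, was *p2rx3b* (ENSDARG00000029718), which encodes a subunit of an ATP-gated ion channel of sensory neurons. It had 1.86 ± 0.182 CPM in *wh86* −/− pools and 12.3 ± 1.02 in *wh239* −/− pools, a log2 difference of 2.71 (SE 0.13, adjusted p = 3.68e-17 from edgeR). Its level in +/+ pools was 8.84 to 10.9 CPM in *wh86*, and the log2 difference of *wh239* +/+ from these was 0.04 (adjusted p = 0.937 from edgeR). The interaction of genotype and line had a log2 size of 2.68 (adjusted p = 5.35e-13 from edgeR). *p2rx3b* lies on the chromosome that carries *aip*, 126 genes from it in the GRCz12tu gene order. Sequence linked to *aip* could therefore give this difference as well. Other genes differed between the lines in all genotypes. *ern1* had log2 differences of 1.76 in +/− and 1.73 in −/− larvae (edgeR adjusted p = 3.57e-05 and 2.84e-05). *smyd1a*, a methyltransferase gene of muscle, had log2 differences of 0.76, 0.79 and 1.00 in +/+, +/− and −/− larvae. *mhc1uma* had 162 counts in *wh86* +/− and 1 in *wh239* +/−, a ratio of 153 (95% interval 27.1 to 6094), and 208 counts in *wh86* −/− and 0 in *wh239* −/−, at least 60.0-fold higher in *wh86*. *cyp3c2*, a cytochrome P450 gene, had 106 counts in *wh86* −/− and 1 in *wh239* −/−, a ratio of 91.7 (95% interval 16.1 to 3657). In +/− larvae *fabp1a*, which encodes a fatty acid binding protein, had a log2 difference of 2.53 (SE 0.35, adjusted p = 1.61e-05 from edgeR) and *diaph3*, a formin gene, of 2.08. In +/− larvae 69 genes were called higher and 148 lower in *wh239* than in *wh86* (31.8% higher), and in −/− larvae 132 higher and 205 lower (39.2% higher). Without *wh86* +/− replicate 1 the +/− larvae had 43 higher and 125 lower. Scaling to the spike-in moved the median difference of all genes by −0.11 in +/− and −0.38 in −/− larvae. It gave 39 genes higher and 180 lower in +/− (17.8% higher), and 118 higher and 789 lower in −/− (13.0% higher). DESeq2 called 130 genes in +/− and 211 in −/−.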

128 DEGs were found when comparing *aip* ^*+/−*^ samples and 175 DEGs when comparing *aip* ^*−/−*^ samples from the different lines. The variance between *aip* ^+/+^ samples might be explained by the fact that the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines originated from independent founders, and later from separate breeding stocks (Karchner et al., 2026). This divergence could complicate further comparison between lines. DEG tables are available in Supplementary Dataset 4.

### 3.4 Homozygous mutants have few *aip* transcripts

*aip* ^*wh86+/+*^ and *aip* ^*wh239+/+*^ larvae had zero mutant transcripts and a mean of 271 and 180.75 WT transcripts, respectively. *aip* ^*wh86+/−*^ and *aip* ^*wh239+/−*^ larvae had nearly 100% WT transcripts (109 and 90.75 WT and four and 4.75 mutant, respectively). Again, we hypothesize that this is likely due to nonsense-mediated decay (NMD), a process that degrades aberrant transcripts, including those with early stop codons (Patro et al., 2024). *aip* ^*wh86−/−*^ and *aip* ^*wh239−/−*^ animals had mostly mutant transcripts, some WT transcripts, but very few transcripts overall (9.50 and 2 WT and 16.75 and 20.50 mutant, respectively), again suggesting NMD. 

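Over the whole gene, *aip* (ENSDARG00000104437) fell in step with the number of mutant copies in both lines. Counts per gene do not tell wild-type from mutant transcripts. In *wh86* it had 53.7 ± 2.77 CPM in +/+ pools, 29.2 ± 2.14 in +/− and 6.11 ± 0.740 in −/−. The +/− mean was 54.3% and the −/− mean 11.4% of the +/+ mean. In *wh239* it had 55.2 ± 1.65 CPM in +/+ pools, 30.9 ± 1.12 in +/− and 7.22 ± 0.443 in −/−, or 55.9% and 13.1% of the +/+ mean in +/− and −/−. Among −/− larvae the log2 fold change against +/+ was −3.13 in *wh86* (SE 0.09, adjusted p = 2.57e-17 from edgeR) and −2.93 in *wh239* (SE 0.08, adjusted p = 2.52e-19 from edgeR). Among +/− larvae it was −0.88 in *wh86* (SE 0.08, adjusted p = 6.94e-07) and −0.84 in *wh239* (SE 0.07, adjusted p = 3.25e-08), both from edgeR. The *aip* level of −/− larvae did not pass the test between the lines (log2 difference 0.24, edgeR adjusted p = 0.172), nor did that of +/− larvae (0.08, edgeR adjusted p = 0.654). In both lines every −/− pool had fewer *aip* counts than every +/− pool, and every +/− pool fewer than every +/+ pool.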

Similar results were seen in a previous RNA-sequencing study using Aip mutant zebrafish (Karchner et al., 2026).

Significant differences were found only when comparing WT and mutant transcript abundance between *aip* ^*+/+*^ *and aip* ^*−/−*^ larvae within a line. *aip* ^*+/−*^ larvae had intermediate values that were not distinguishable from the other genotypes. Additionally, significant differences could not be determined when comparing transcript abundance within genotypes and between lines. Figure 5 shows the mean number of each transcript type in each genotype and line. The black points are counts for each individual sample.

**FIGURE 5:**
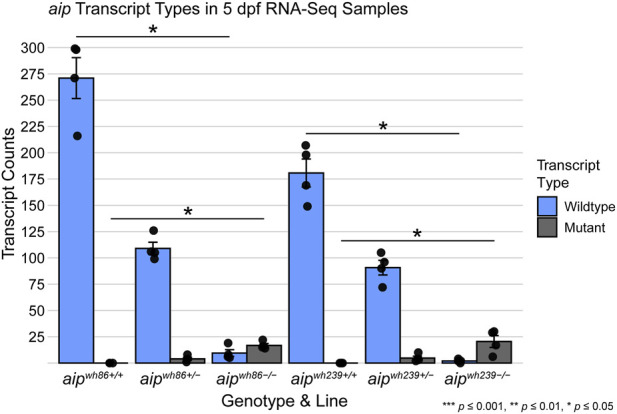
*aip* WT and mutant transcript counts in five dpf RNA-seq samples. Sample genotype and line are presented on the x-axis, and transcript counts from the integrated genome viewer (IGV) web app are on the y-axis. Transcript type is denoted by color. Individual sample counts correspond to the black circles overlayed on the bars. Significant differences between genotype are denoted by an asterisk, * (*p*-value ≤0.05, Kruskal–Wallis test followed by Dunn’s *post hoc* tests with Holm correction, error bars = standard error). Statistically significant differences in transcript abundance could only be found within line and between *aip* ^*+/+*^ *and aip* ^*−/−*^ larvae. However, it appears that *aip* ^*+/−*^ larvae have an intermediate number of WT transcripts and that mutant transcripts are largely degraded, likely through nonsense mediated decay. *aip* ^*−/−*^ larvae have some maternal WT transcripts, but very few *aip* transcripts overall.

In the PCA (Section 3.3; Figure 4A), *aip* ^*wh86*−/−^ sample C3 diverged slightly from other *aip* ^*wh86*−/−^ samples and moved closer to *aip* ^+/+^ and *aip* ^+/−^ samples. This difference could also be observed in the sample-sample distance heatmap (Figure 4B) where sample C3 had lower distance to *aip* ^+/+^ and *aip* ^+/−^ samples compared to other *aip* ^*wh86*−/−^ fish. 

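In *wh86* −/− replicate 3, the pool C3, the genes that respond to loss of *aip* changed in the same direction as in the other pools, and by less. Its score on PC1 was 12.7, and the scores of the other *wh86* −/− pools reached 27.7. In log2 CPM, its distance from the mean of the *wh86* +/+ pools was 33.7, and replicates 1, 2 and 4 lay at 47.3, 45.5 and 45.7. In *wh239* the −/− pools lay 46.7, 38.8, 46.4 and 40.0 from their +/+ mean. Over 1008 genes called in *wh239*, the log2 fold changes of replicate 3 had a slope of 0.647 on those of the other *wh86* −/− pools, with a Pearson r of 0.932 across genes, which are not independent replicates. Each of the other pools had a slope of 1.08 to 1.14, but on pools that include replicate 3, whose smaller changes raise these slopes. All these fold changes share the same +/+ mean, which can raise the r. The transcript of *aip* itself was at 5.88 CPM in replicate 3, within the 5.22 to 6.98 CPM of the other pools. Without replicate 3, edgeR called 1990 genes between *wh86* −/− and +/+ larvae.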

Hierarchical clustering still placed it with the three other *aip* ^*wh86*−/−^ samples and, more broadly, with all *aip* ^*−/−*^ samples. 23 genes from this sample also had Cook’s distances >1, indicating outlier counts for those genes. In Figure 5 C3 is represented by the point which is higher than the other three *aip* ^*wh86−/−*^ samples. This sample had a count of 19 maternal WT transcripts while the other three points averaged 6.3 transcripts. It should also be noted that replicates such as C3 are pools of five larvae, which reduces inter-replicate variation, but reduces individual-level resolution. All *aip* transcript counts can be found in Supplementary Dataset 3-Table 3.

### 3.5 Homozygous *aip* mutation alters pathways associated with cellular homeostasis

The GSEA enriched 129 unique pathways (FDR *q*-value ≤0.05): 77 KEGG, and 52 GO:BP terms. 78 of the terms were shared between the lines while 33 and 18 were unique to the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines, respectively. All pathways that were positively or negatively enriched in one line were enriched in the same direction in the other. 

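Genes of protein folding and turnover rose in both lines, and genes of cell division, vision, digestion and bone fell in both. The RNA of whole larvae does not tell a change within cells from a change in their share of the larva. Lists of genes for 47 pathways, tissues and cell types were written from general knowledge before the data were examined. The paper's own enriched terms and 17 genes at the head of its *wh86* table had been seen by then, so lists that hold these are not independent evidence. Each list was set against all other tested genes with limma's camera at a preset correlation of 0.01 between genes, for −/− against +/+ larvae. At an adjusted p of 0.05 over the 94 tests, 32 lists passed in both lines, 16 of them higher and 16 lower in both, and none moved in opposite directions. The lists of clock genes, oxidative phosphorylation genes, mitochondrial messenger RNAs and epidermis passed in *wh86* alone. In *wh239* alone the lists of liver, interferon response, pituitary hormone and pan-leukocyte genes passed. Splits of the same libraries that mix the genotypes gave up to 34 lists in *wh86* and 32 in *wh239* at this preset correlation. The real split gave 36 in each line, so the number of passing lists is weak evidence by itself. With a correlation estimated from the data, 6 of the 94 tests passed. These were ER folding and vasculature in *wh239*, AP-1 and neutrophil genes in *wh86*, and cAMP response genes in both lines. Counts of genes per list are given over all genes tested and as adjusted over the list alone, and pairs of values are for *wh86* and then *wh239*. Among all 24913 genes tested in *wh86*, 4840 were higher and 4443 lower at the adjusted p alone. Among all 24773 in *wh239*, 4622 were higher and 3855 lower. Counts of a list are to be read against these shares.

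**Figure D3:**
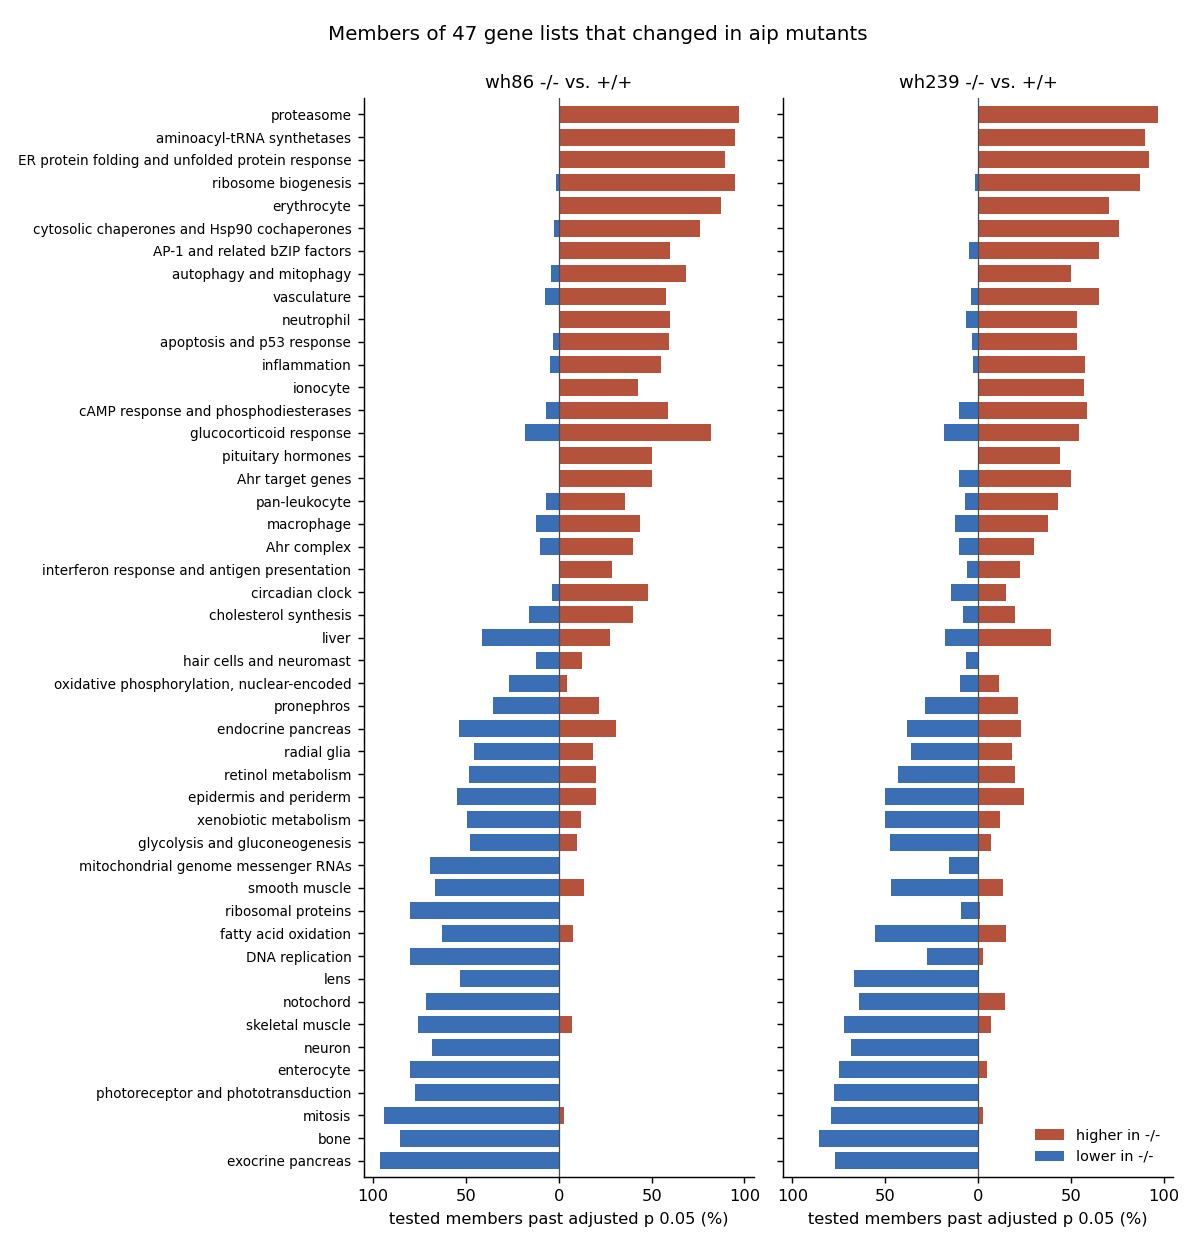
Percent of the tested genes of each list (y axis) that were higher (red, to the right) or lower (blue, to the left) in −/− than in +/+ larvae at an edgeR adjusted p of 0.05 or less, in each line. Bars stand for 47 lists. Proteasome genes were nearly all higher, and mitosis genes nearly all lower, in both lines.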

The range of normalized enrichment scores (NES) were |1.56–2.77| in either line. Within this network 35 GO:BP terms interconnected and bridged with the 69 KEGG terms, suggesting a high degree of concordance and consistency in the gene list. While 104 of the pathways connected to at least one other node in the network (Figure 6), 25 pathways had no connections and were displayed in a heatmap (Figure 7).

**FIGURE 6:**
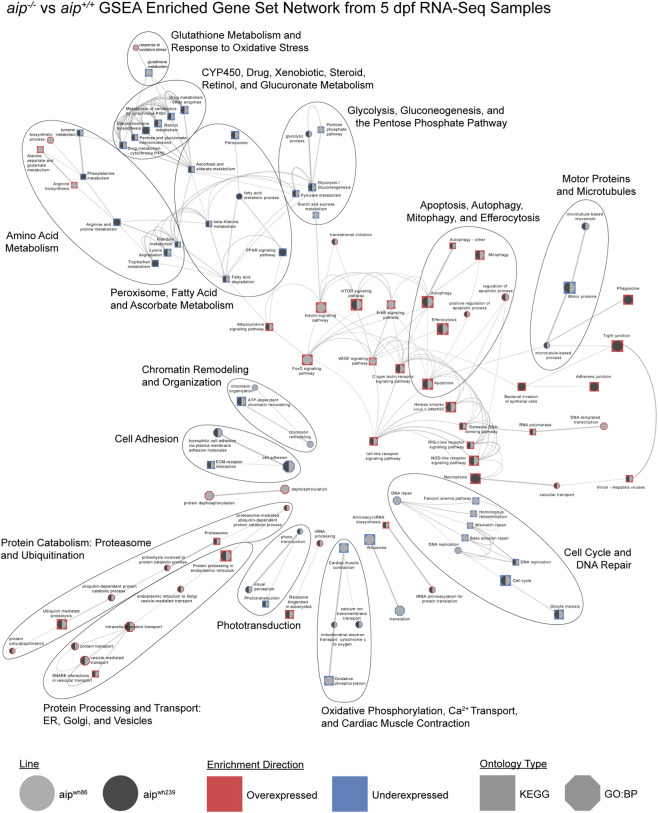
Network of KEGG and GO:BP terms enriched via GSEA (FDR ≤0.05) using *aip* ^*−/−*^ vs*.* aip^+/+^ gene expression changes from five dpf RNA-seq data. The network was generated by uploading GSEA results to the Enrichment Map app within Cytoscape. Line (*aip* ^*wh86*^ and/or *aip* ^*wh239*^) is denoted by the color (light and/or dark grey) of the foreground circle of each node. Enrichment direction (over or underexpression) is denoted by the color (red or blue) of the background shape of each node. Ontology type (KEGG or GO:BP) is denoted by the background shape (square or octagon) of each node. The size of the node and node connectors (edges) is determined by the number of genes in a gene set and the number of genes shared between nodes, respectively. 25% of genes in a smaller gene set must overlap with the larger gene set to be connected with an edge. Nodes with no connections were removed and are displayed in Figure 7. The ellipses were manually curated to highlight groups of three or more similar nodes. Individual gene set names can be viewed when the image is enlarged.

**FIGURE 7:**
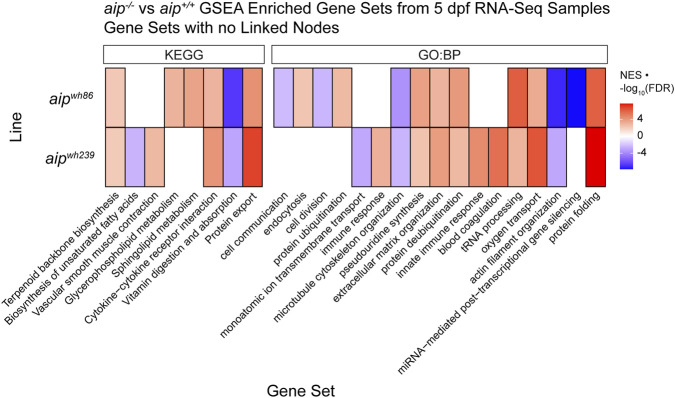
KEGG and GO:BP terms enriched via GSEA (FDR ≤0.05) using *aip* ^*−/−*^ vs*.* aip^+/+^ gene expression changes from five dpf RNA-seq data. While these gene sets were significantly enriched, they did not group with any other nodes in Figure 6 and were removed from the network. The terms are split by line and ontology type. The tile fill corresponds to normalized enrichment score (NES) · -log_10_(FDR). Red shaded tiles represent overexpression, while blue shaded tiles represent underexpression.

In Figure 6, groups of nodes with similar ontologies are circled and annotated to draw attention to their possible shared roles. Largely, these groups were enriched in the same direction and suggest coordinated shifts in pathways modulating nutrient metabolism, xenobiotic and lipid metabolism, protein trafficking, oxidative stress, the cell cycle, and programmed cell death. 

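More genes that break down or make glucose, or break down fat, were lower than higher in −/− larvae, while a hexokinase gene rose. *fbp2* encodes an enzyme of glucose synthesis, and *decr1* and *eci1* enzymes that break down unsaturated fatty acids in mitochondria. Of 42 tested genes of glycolysis and gluconeogenesis, 20 were lower and 4 higher in *wh86*, and 20 lower and 3 higher in *wh239* at an edgeR adjusted p of 0.05 (20 lower and 4 higher in *wh86*, and 20 lower and 5 higher in *wh239*, adjusted over the list alone). *fbp2* fell in both lines (log2 fold change −0.88 in *wh86*), and *hk2*, a hexokinase gene, rose by 1.51 and 1.70. For the glycolysis list camera gave adjusted p = 0.00225 and 5.39e-04, or adjusted p = 0.227 and 0.130 with an estimated correlation. Of 27 tested genes of fatty acid oxidation, 17 were lower and 2 higher in *wh86*, and 15 lower and 4 higher in *wh239* (17 lower and 2 higher in *wh86*, and 15 lower and 5 higher in *wh239*, adjusted over the list alone). *decr1* had log2 fold changes of −0.88 and −0.75, and *eci1* of −0.84 and −0.63. Camera put the oxidation list at adjusted p = 2.61e-04 and 0.00670, and at adjusted p = 0.158 and 0.284 with an estimated correlation. With the spike-in scaling the *wh86* lists of glycolysis and of fatty acid oxidation did not pass (adjusted p = 0.468 and 0.105). Of 71 tested genes of oxidative phosphorylation encoded in the nucleus, 19 were lower and 3 higher in *wh86*, and 7 lower and 8 higher in *wh239* (17 lower and 3 higher in *wh86*, and 4 lower and 5 higher in *wh239*, adjusted over the list alone). *cox8b* had log2 fold changes of −0.78 and −0.50. The respiration list had adjusted p = 0.0211 and 0.935 in camera, and adjusted p = 0.594 and 0.977 with an estimated correlation. The test put it lower in *wh239*, where the median of its genes was 0.03 on the log2 scale. In *wh86* its sign turned with the spike-in scaling (adjusted p = 0.793), and without *wh86* +/+ replicate 1 it was 0.0526. Of 13 tested genes of the mitochondrial genome, 9 were lower in *wh86* and 2 lower in *wh239* (the same counts adjusted over the list alone). For the mitochondrial list camera gave adjusted p = 0.0190 and 0.216, or adjusted p = 0.365 and 0.536 with an estimated correlation. The spike-in scaling gave 0.621 in *wh86*.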

Often linked to these clusters were multiple KEGG signaling pathways including FoxO, mTOR, toll-like receptor, RIG-I-like receptor, insulin, ErbB, and VEGF which were all positively enriched. 

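Toll-like and RIG-I-like receptors sense microbes and lead to cytokines and interferons, and genes of inflammation rose in both lines. Of 40 tested genes of inflammation, 22 were higher and 2 lower in *wh86*, and 23 were higher and 1 lower in *wh239*, at an edgeR adjusted p of 0.05. There were 22 higher and 2 lower in *wh86* and 24 higher and 2 lower in *wh239* adjusted over the list alone. *socs3b*, which encodes an inhibitor of cytokine receptors, had log2 fold changes of 2.36 and 2.46 (edgeR adjusted p = 4.36e-07 and 4.39e-10). The chemokine gene *cxcl8b.1* had log2 fold changes of 1.89 and 2.34. *myd88*, the adaptor of most toll-like receptors, rose by 0.82 and 1.05 on the log2 scale (edgeR adjusted p = 2.28e-06 and 4.95e-07). Camera put the inflammation list at adjusted p = 4.21e-11 and 3.95e-09, and at adjusted p = 0.0578 and 0.113 with an estimated correlation. Genes of the interferon response and antigen presentation were mixed. Of 35 tested, 10 were higher in *wh86*, and 8 were higher and 2 lower in *wh239* (9 in *wh86*, and 7 and 1 in *wh239*, adjusted over the list alone). *stat1b*, a transcription factor of this response, rose by 2.35 and 3.22 on the log2 scale (edgeR adjusted p = 1.38e-04 and 4.00e-10), *irf7* by 1.91 and 1.74, and the antiviral gene *ifitm1* by 2.44 and 2.78. The interferon list had adjusted p = 0.0882 and 0.0253 in camera, and adjusted p = 0.418 and 0.227 with an estimated correlation. The *wh239* value was 0.0606 with the spike-in scaling and 0.0529 without *wh239* −/− replicate 2. In *wh86* the list passed with edgeR's own filter on low counts (adjusted p = 0.0354) and without *wh86* +/+ replicate 4 (0.0200), −/− replicate 1 (0.0499) or −/− replicate 4 (0.0342).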

Pathways associated with apoptosis, autophagy, mitophagy, protein catabolism, and protein transport were positively enriched. 

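Genes whose proteins degrade or fold other proteins rose in both lines. Protein transport had no list of its own here. The proteasome breaks down proteins tagged with ubiquitin, and the unfolded protein response is the reaction of the ER to misfolded proteins. Of 35 tested genes of the proteasome, 34 were higher in *wh86* and 34 higher in *wh239* at an edgeR adjusted p of 0.05 (35 higher in *wh86* and 35 higher in *wh239*, adjusted over the list alone). *psmd11b* and *psmd1*, subunits of its cap, rose by 1.21 and 1.32 and by 0.88 and 0.91 on the log2 scale. For the proteasome list camera gave adjusted p = 5.93e-20 and 1.08e-26, or adjusted p = 0.152 and 0.109 with an estimated correlation. Of 38 tested genes of ER folding and the unfolded protein response, 34 were higher in *wh86* and 35 higher in *wh239* (36 higher in *wh86* and 35 higher in *wh239*, adjusted over the list alone). *trib3*, a target of this response, rose by 1.44 and 1.09 on the log2 scale (edgeR adjusted p = 4.25e-10 and 2.01e-07), *ddit3* by 1.14 and 0.75, and *hsp90b1*, the Hsp90 of the ER, by 0.82 and 1.16. Camera put the ER list at adjusted p = 5.37e-21 and 3.87e-29, and at adjusted p = 0.103 and 0.0331 with an estimated correlation. Of 42 tested genes of cytosolic chaperones and Hsp90 cochaperones, 32 were higher and 1 lower in *wh86*, and 32 higher in *wh239* (35 higher and 1 lower in *wh86*, and 35 higher in *wh239*, adjusted over the list alone). *hspa4a* rose in both lines (log2 fold change 1.09 in *wh239*) and *hspd1*, a chaperonin of mitochondria that the list also holds, by 0.85 and 0.72 on the log2 scale. The chaperone list had adjusted p = 2.65e-12 and 1.89e-10 in camera, and adjusted p = 0.130 and 0.110 with an estimated correlation. Of 48 tested genes of autophagy and mitophagy, 33 were higher and 2 lower in *wh86*, and 24 higher in *wh239* (37 higher and 2 lower in *wh86*, and 25 higher in *wh239*, adjusted over the list alone). *optn*, a receptor of mitophagy, rose by 1.13 and 1.05 on the log2 scale and *map1lc3a* by 0.52 and 0.55. For the autophagy list camera gave adjusted p = 1.84e-11 and 2.19e-05, or adjusted p = 0.104 and 0.284 with an estimated correlation. Of 32 tested genes of apoptosis and the p53 response, 19 were higher and 1 lower in *wh86*, and 17 higher and 1 lower in *wh239* (19 higher and 1 lower in *wh86*, and 18 higher and 1 lower in *wh239*, adjusted over the list alone). *tnfrsf1a*, a receptor of tumor necrosis factor, rose by 1.11 and 1.44 on the log2 scale and *xiap*, an inhibitor of caspases, by 0.88 and 0.71, and *gadd45gb.1* had log2 fold changes of −1.04 and −0.97. Camera put the apoptosis list at adjusted p = 1.26e-05 and 1.35e-04, and at adjusted p = 0.103 and 0.227 with an estimated correlation.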

Pathways associated with catabolic metabolism, DNA repair, chromatin remodeling, the cell cycle, microtubules, and xenobiotic, drug, steroid, and retinol metabolism were all negatively enriched. These changes suggest that in *aip* mutant zebrafish cellular stress response pathways are activated while proliferative pathways are suppressed, highlighting Aip’s critical roles beyond Ahr modulation. 

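Genes of mitosis fell in both lines. *mki67* marks dividing cells, *ccna2* encodes cyclin A, and *mad2l1* and *cdca8* act at the spindle. Of 34 tested genes of mitosis, 32 were lower and 1 higher in *wh86*, and 27 lower and 1 higher in *wh239* at an edgeR adjusted p of 0.05 (32 lower and 1 higher in *wh86*, and 30 lower and 1 higher in *wh239*, adjusted over the list alone). *ccna2* had log2 fold changes of −1.44 and −0.80, *cdca8* of −1.34 and −1.10, *mad2l1* of −1.14 and −1.04 and *mki67* of −0.97 and −0.79 (the highest edgeR adjusted p of these was 7.57e-05). The mitosis list had adjusted p = 6.60e-19 and 1.12e-09 in camera, and adjusted p = 0.103 and 0.178 with an estimated correlation. Of 40 tested genes of DNA replication, 32 were lower in *wh86*, and 11 lower and 1 higher in *wh239* (35 lower in *wh86*, and 11 lower and 1 higher in *wh239*, adjusted over the list alone). *rnaseh2a*, which removes RNA from DNA, had log2 fold changes of −1.06 and −0.51. For the replication list camera gave adjusted p = 3.68e-11 and 0.0108, or adjusted p = 0.159 and 0.502 with an estimated correlation. The *wh239* call was lost without *wh239* −/− replicate 1 (adjusted p = 0.0523). Of 77 and 76 tested genes of xenobiotic metabolism, 9 higher and 38 lower passed in edgeR in each line (11 and 40 in *wh86*, 9 and 40 in *wh239*, adjusted over the list alone). *gstr*, a glutathione transferase gene, had log2 fold changes of −1.05 and −0.94, and *adh5* of −0.93 and −0.87. Camera put the xenobiotic list at adjusted p = 3.47e-08 and 1.23e-08, and at adjusted p = 0.117 and 0.103 with an estimated correlation. Of 35 tested genes of retinol metabolism, 17 were lower and 7 higher in *wh86*, and 15 lower and 7 higher in *wh239* (the same counts adjusted over the list alone). *lrata* and *lratb.2* encode enzymes that store retinol as esters, and had log2 fold changes of −3.32 and −2.52 and of −2.28 and −2.26. *cyp26b1*, which degrades retinoic acid, rose by 0.70 and 0.60 on the log2 scale. The retinol list had adjusted p = 0.00135 and 0.00674 in camera, and adjusted p = 0.103 and 0.103 with an estimated correlation.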

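Genes that build ribosomes and load transfer RNAs rose in −/− larvae, and in *wh86* genes of the ribosome's own proteins were lower. *cyp1a* encodes the cytochrome P450 that Ahr induces, and it rose in both lines. Of 62 tested genes of ribosome biogenesis, 59 were higher and 1 lower in *wh86*, and 54 higher and 1 lower in *wh239* at an edgeR adjusted p of 0.05 (59 higher and 1 lower in *wh86*, and 56 higher and 1 lower in *wh239*, adjusted over the list alone). *polr1a*, of RNA polymerase I, rose by 0.99 and 0.67 on the log2 scale, and *nop2* by 0.83 and 0.58. For the biogenesis list camera gave adjusted p = 5.37e-26 and 2.20e-12, or adjusted p = 0.110 and 0.227 with an estimated correlation. Of 20 tested genes of the aminoacyl-tRNA synthetases, 19 were higher in *wh86* and 18 higher in *wh239* (the same counts adjusted over the list alone). *yars1* rose by 1.35 and 1.03 on the log2 scale. Camera put the synthetase list at adjusted p = 3.34e-16 and 2.20e-12, and at adjusted p = 0.103 and 0.116 with an estimated correlation. Of 76 tested genes of the ribosomal proteins, 61 were lower in *wh86*, and 7 lower and 1 higher in *wh239* (69 lower in *wh86* and 1 higher in *wh239*, adjusted over the list alone). The ribosomal list had adjusted p = 1.00e-07 and 0.00670 in camera, and adjusted p = 0.416 and 0.648 with an estimated correlation. With the spike-in scaling neither passed (0.134 and 0.123), and without *wh239* +/+ replicate 3 or −/− replicate 2 the *wh239* value was 0.0610 or 0.0747. Of 10 tested genes of the Ahr targets, 5 were higher in *wh86*, and 5 higher and 1 lower in *wh239* (the same counts adjusted over the list alone). *cyp1a* rose from 29.5 ± 1.86 to 78.3 ± 17.7 CPM in *wh86* (log2 fold change 1.41, SE 0.14, adjusted p = 3.37e-06 from edgeR) and by 1.02 on the log2 scale in *wh239* (adjusted p = 2.43e-07). *cyp1c2* rose by 0.93 and 0.97, and *foxq1a* by 1.68 and 1.34. For the Ahr targets camera gave adjusted p = 0.00106 and 0.00987, or adjusted p = 0.0578 and 0.103 with an estimated correlation. Of 10 tested genes of the Ahr complex, 1 was lower and 4 higher in *wh86*, and 1 lower and 3 higher in *wh239* (1 lower and 4 higher in *wh86*, and 1 lower and 4 higher in *wh239*, adjusted over the list alone). Camera put the Ahr complex at adjusted p = 0.452 and 0.110. The test put it lower, where its medians were 0.15 and 0.05 on the log2 scale and its means −0.09 and −0.18. The lower gene in each line was the mutated *aip* itself, with log2 fold changes of −3.13 and −2.93. *ahr2* rose by 0.29 and 0.23 on the log2 scale (edgeR adjusted p = 0.00121 and 0.00869), and in *wh239* it did not pass with the spike-in scaling (edgeR adjusted p = 0.0530). *ahr1a* and *ahr1b* did not pass in either line (edgeR adjusted p = 0.819 and 0.117 in *wh86*, 0.812 and 0.237 in *wh239*), though *ahr1b* did in *wh86* without *wh86* +/+ replicate 4 (0.0294). From the enriched terms the paper proposes that loss of *aip* turns on stress responses and holds back proliferation, and that Aip acts beyond Ahr.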

All significantly enriched GSEA gene sets can be found in Supplementary Dataset 5-Table 1.

### 3.6 MuSiC estimated cell-type-specific differences in transcriptional profile

38 cell types were extracted from the single-cell atlas dataset after processing, however, 10 of these cell types (trunk, pectoral fin, fin, myoblast, pharyngeal arch, neuron, myotome, hematopoietic stem cell, central nervous system, and mesoderm) were not detected in any of the samples from the bulk RNA-seq data and were removed from Figure 8. These cell types may not have contributed enough cell-type-specific mRNA to the bulk mRNA pool to be detectable. This does not mean they were not present in the animal, but they may be in low abundance or have poor marker representation. PERMANOVA was used to test for global changes in cell-type composition. A significant *p*-value of 0.039 was reported for both the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines with 77% and 76% of the variation being explained by genotype in each line, respectively.

**FIGURE 8:**
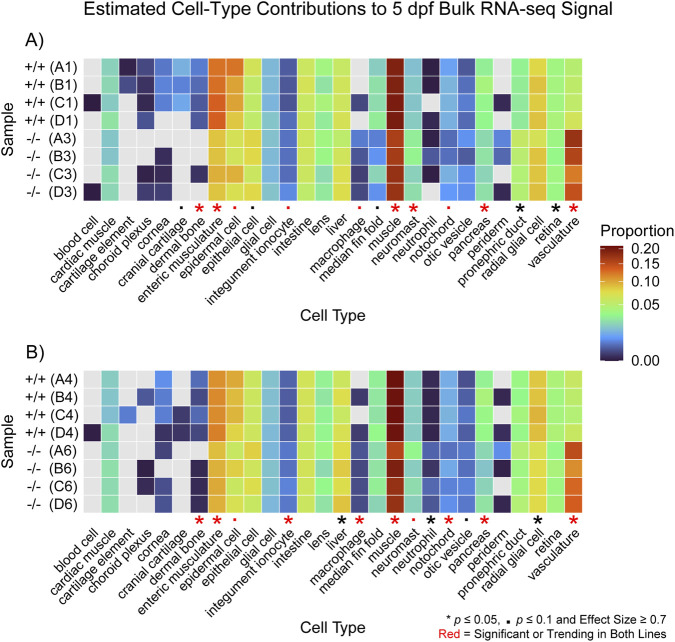
The contribution of different cell types to the five dpf, bulk RNA-seq data as estimated by MuSiC for the *aip* ^*wh86*^ **(A)** and *aip* ^*wh239*^ **(B)** lines. Cell types are presented on the x-axis, and genotype/sample ID is on the y-axis. The color bar representing proportion is log-scaled to better display contrast in low proportion cell types. Cell types with significant differences in proportion between *aip* ^*+/+*^ and *aip* ^*−/−*^ larvae are denoted with an asterisk, * (*p*-value ≤0.05, two-sided Wilcoxon rank sum test). Cell types trending towards significant differences were annotated with a period, (*p*-value ≤0.1, effect size greater than 0.7). Cell types that were significant or trending in both lines were denoted with a red asterisk or period. Differences in estimated cell-type contributions between genotypes may reflect transcriptomic changes within specific cell types associated with *aip* deficiency.

Since both lines showed significant changes in global composition between genotypes, the Wilcoxon rank sum test was performed on both data sets. In the *aip* ^*wh86*^ line, 8 cell types exhibited statistically significant differences between genotypes (raw *p*-value ≤0.05), while 11 cell types were significant in the *aip* ^*wh239*^ line. Cell types trending towards significant differences were also annotated. Trending cell types had a *p*-value ≤0.1 and effect size ≥0.7, representing a large magnitude of change. Despite not being statistically significant, these cell types are still discussed, as many have sparse data for certain samples (grey cells), which could reduce the power of the Wilcoxon rank sum test.

In total, considering both lines, 19 cell types were either significant or trending, ten of which overlapped between the lines suggesting a degree of concordance. The remaining 9 cell types were unique to one line or the other. These changes in proportion should be interpreted as potential differences in transcriptional profile within specific cell types rather than a change in the actual composition of the animals. 

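Marker genes of bone, muscle and notochord fell in −/− larvae of both lines, and those of blood vessels rose. Such markers measure transcripts of the whole larva and not numbers of cells. The atlas behind MuSiC's estimates was not among the files, so no cell type shares were computed. Pairs of values are for *wh86* and then *wh239*. Of 14 tested genes of bone, 12 were lower in *wh86* and 12 lower in *wh239* at an edgeR adjusted p of 0.05 (the same counts adjusted over the list alone). *entpd5a*, which is needed for mineral, had log2 fold changes of −1.88 and −2.04, and *col10a1b*, a collagen of bone, of −1.70 and −1.63. The bone list had adjusted p = 3.30e-08 and 7.83e-13 in camera, and adjusted p = 0.130 and 0.0578 with an estimated correlation. Of 29 tested genes of skeletal muscle, 22 were lower and 2 higher in *wh86*, and 21 lower and 2 higher in *wh239* (23 lower and 2 higher in *wh86*, and 23 lower and 2 higher in *wh239*, adjusted over the list alone). *tnnt3a*, a troponin of fast muscle, had log2 fold changes of −1.03 and −0.84, and *smyhc1*, a myosin of slow muscle, rose by 0.50 and 0.41. For the skeletal muscle list camera gave adjusted p = 1.42e-08 and 2.04e-07, or adjusted p = 0.138 and 0.188 with an estimated correlation. Of 15 tested genes of smooth muscle, 10 were lower and 2 higher in *wh86*, and 7 lower and 2 higher in *wh239* (10 lower and 2 higher in *wh86*, and 9 lower and 2 higher in *wh239*, adjusted over the list alone). *desmb*, a desmin gene, had log2 fold changes of −1.71 and −2.02. Camera put the smooth muscle list at adjusted p = 1.37e-04 and 0.00187, and at adjusted p = 0.0942 and 0.0593 with an estimated correlation. Of 14 tested genes of the notochord, 10 were lower in *wh86*, and 9 lower and 2 higher in *wh239* (10 lower and 1 higher in *wh86*, and 10 lower and 2 higher in *wh239*, adjusted over the list alone). *epyc* had log2 fold changes of −1.13 and −1.06. The notochord list had adjusted p = 8.70e-04 and 4.76e-04 in camera, and adjusted p = 0.284 and 0.227 with an estimated correlation. Of 26 tested genes of the vasculature, 15 were higher and 2 lower in *wh86*, and 17 higher and 1 lower in *wh239* (16 higher and 4 lower in *wh86*, and 18 higher and 2 lower in *wh239*, adjusted over the list alone). *plvapb*, of endothelial openings, rose in both lines (log2 fold change 1.19 in *wh86*) and *cdh5*, the cadherin of vessels, by 0.72 and 0.65 on the log2 scale. For the vessel list camera gave adjusted p = 2.50e-05 and 2.66e-07, or adjusted p = 0.0942 and 0.0331 with an estimated correlation.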

Cell types with significant shifts in transcriptional abundance as estimated by MuSiC could be grouped into several tissue categories. In one or both lines, these included structural tissues of mesodermal origin (dermal bone, muscle, notochord, and vasculature), neural tissues (glial cells, neuromast, and retina), immune cells (macrophage and neutrophil), and metabolic organs (liver, pancreas, and pronephric duct) (Schier and Talbot, 2005). 

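Among neural tissues the markers of photoreceptors, neurons and the lens fell in −/− larvae of both lines, and those of neuromasts and radial glia did not pass as lists. *fabp7a* marks radial glia, and *grk7a* and *arr3b* shut off the light response of cones. Of 11 tested genes of radial glia, 5 were lower and 2 higher in *wh86*, and 4 lower and 2 higher in *wh239* at an edgeR adjusted p of 0.05 (5 lower and 2 higher in *wh86*, and 5 lower and 3 higher in *wh239*, adjusted over the list alone). *fabp7a* had log2 fold changes of −1.28 and −1.01. Camera put the glia list at adjusted p = 0.150 and 0.195. Of 16 tested genes of hair cells and neuromasts, 2 were lower and 2 higher in *wh86*, and 1 lower in *wh239* (the same counts adjusted over the list alone). The neuromast list did not pass camera in either line (adjusted p = 0.446 and 0.317). Of 19 tested genes of neurons, 13 were lower in *wh86* and 13 lower in *wh239* (14 lower in *wh86* and 13 lower in *wh239*, adjusted over the list alone). For the neuron list camera gave adjusted p = 9.06e-05 and 5.32e-05, or adjusted p = 0.227 and 0.227 with an estimated correlation. Of 40 tested genes of photoreceptors and phototransduction, 31 were lower in *wh86* and 31 lower in *wh239* (34 lower in *wh86* and 34 lower in *wh239*, adjusted over the list alone). *grk7a* and *arr3b* had log2 fold changes of −1.19 and −1.17 and of −1.06 and −0.98. Camera put the photoreceptor list at adjusted p = 5.62e-17 and 4.10e-21, and at adjusted p = 0.103 and 0.103 with an estimated correlation. Of 15 tested genes of the lens, 8 were lower in *wh86* and 10 lower in *wh239* (9 lower in *wh86* and 10 lower in *wh239*, adjusted over the list alone). The lens list had adjusted p = 0.00470 and 0.00347 in camera, and adjusted p = 0.322 and 0.310 with an estimated correlation. With the spike-in scaling the *wh86* lists of neurons and of the lens did not pass (adjusted p = 0.112 and 0.100).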

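Among immune cells the markers of neutrophils rose in both lines, and those of macrophages were mixed. *srgn* and *adam8a* are expressed in neutrophils, and *marco* encodes a scavenger receptor of macrophages. Of 15 tested genes of neutrophils, 9 were higher in *wh86*, and 8 higher and 1 lower in *wh239* at an edgeR adjusted p of 0.05 (the same counts adjusted over the list alone). *srgn* rose by 1.32 and 1.27 on the log2 scale and *adam8a* by 0.98 and 1.34 (edgeR adjusted p = 1.45e-06 and 6.60e-07). For the neutrophil list camera gave adjusted p = 6.55e-06 and 1.23e-04, or adjusted p = 0.0436 and 0.188 with an estimated correlation. Of 16 tested genes of macrophages, 7 were higher and 2 lower in *wh86*, and 6 higher and 2 lower in *wh239* (7 higher and 3 lower in *wh86*, and 6 higher and 2 lower in *wh239*, adjusted over the list alone). *marco* rose by 0.81 and 0.93 on the log2 scale and *ccl34a.4* by 1.28 and 1.72, and *cd74b*, of antigen presentation, had log2 fold changes of −1.28 and −1.27. Camera put the macrophage list at adjusted p = 0.118 and 0.127, and in *wh239* at 0.0237 with the replicate block. Of 14 tested genes of all leukocytes, 5 were higher and 1 lower in *wh86*, and 6 higher and 1 lower in *wh239* (the same counts adjusted over the list alone). The leukocyte list had adjusted p = 0.122 and 0.0480 in camera, and adjusted p = 0.363 and 0.338 with an estimated correlation. The *wh239* call was lost without *wh239* +/+ replicate 1 (0.0572), +/+ replicate 3 (0.0680) or −/− replicate 3 (0.148). It was also lost with edgeR's own filter on low counts (0.0705) and with the replicate block (0.0542). In *wh86* the leukocyte list passed without *wh86* +/+ replicate 1 (0.0357).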

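Among metabolic organs the genes of the exocrine pancreas fell in both lines, and those of the liver, endocrine pancreas and pronephros moved both ways. *cpa1*, *cela1.3* and *prss59.1* encode digestive enzymes of the pancreas. Of 26 tested genes of the exocrine pancreas, 25 were lower in *wh86* and 20 lower in *wh239* at an edgeR adjusted p of 0.05 (25 lower in *wh86* and 22 lower in *wh239*, adjusted over the list alone). *cela1.3*, an elastase gene, had log2 fold changes of −1.52 and −3.27, *cpa1* of −1.09 and −1.46 and *prss59.1* of −0.94 and −1.32. For the exocrine list camera gave adjusted p = 2.33e-15 and 6.58e-09, or adjusted p = 0.103 and 0.227 with an estimated correlation. Of 13 tested genes of the endocrine pancreas, 7 were lower and 4 higher in *wh86*, and 5 lower and 3 higher in *wh239* (the same counts adjusted over the list alone). *ins*, the gene of insulin, had log2 fold changes of −0.81 and −0.94, and *sst2*, a somatostatin gene, rose by 0.95 and 1.26. Camera put the endocrine list at adjusted p = 0.201 and 0.475. In *wh239* its median was 0.01 and its mean −0.04 on the log2 scale. Of 29 and 28 tested liver genes, 8 higher and 12 lower in *wh86* and 11 higher and 5 lower in *wh239* passed in edgeR (9 and 12, and 11 and 6, adjusted over the list alone). *plg*, the gene of plasminogen, rose by 0.46 and 0.79 on the log2 scale. The liver list had adjusted p = 0.370 and 6.22e-04 in camera, and adjusted p = 0.573 and 0.345 with an estimated correlation. In *wh86* the liver test pointed lower, with a median of −0.12 and a mean of 0.09 on the log2 scale. Of 14 tested genes of the pronephros, 5 were lower and 3 higher in *wh86*, and 4 lower and 3 higher in *wh239* (6 lower and 4 higher in *wh86*, and 5 lower and 3 higher in *wh239*, adjusted over the list alone). *slc12a3*, a salt transporter of the duct, rose by 0.73 and 0.58 on the log2 scale, and *slc13a3*, of the tubule, fell in both lines (log2 fold change −1.02 in *wh239*). For the pronephros list camera gave adjusted p = 0.444 and 0.328.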

MuSiC estimated cell-type proportions and statistics are available in Supplementary Dataset 5-Table 2.

### 3.7 Enriched transcription factor binding motifs control stress response, metabolic homeostasis, and cellular differentiation

Binding motif analysis was performed for four separate groups of *aip* ^*−/−*^ vs. *aip* ^*+/+*^ DEGs: higher abundance DEGS in the *aip* ^*wh86*^ line (↑*aip* ^*wh86*^), lower abundance in the *aip* ^*wh86*^ line (↓*aip* ^*wh86*^), higher abundance in the *aip* ^*wh239*^ line (↑*aip* ^*wh239*^), and lower abundance in the *aip* ^*wh239*^ line (↓*aip* ^*wh239*^). Overall, 33 unique TF binding motifs were enriched (adjusted *p*-value ≤0.05), representing twenty families and twelve classes.

The ↓*aip* ^*wh239*^ group had the highest number of unique binding motifs (13). It shared seven motifs with the ↓*aip* ^*wh86*^ group which had only three unique motifs. Shared motifs were from the basic leucine zipper, C4 zinc finger nuclear receptor, homeodomain factor, or unclassified classes. They were members of the C/EBP-related, POU domain, NR2-RXR-related, or NR1-thyroid hormone-related receptor families (Figure 9). Most motifs enriched from genes with lower abundance were associated with nuclear receptor and developmental TFs including HNF4A/HNF4G, VDR, POU5F1, Nr2e1, and CEBPD which regulate metabolic homeostasis and cellular differentiation (Sladek, 2011; Hayhurst et al., 2001; Carlberg and Campbell, 2013; Nichols et al., 1998; Shi et al., 2004; Ramji and Foka, 2002).

**FIGURE 9:**
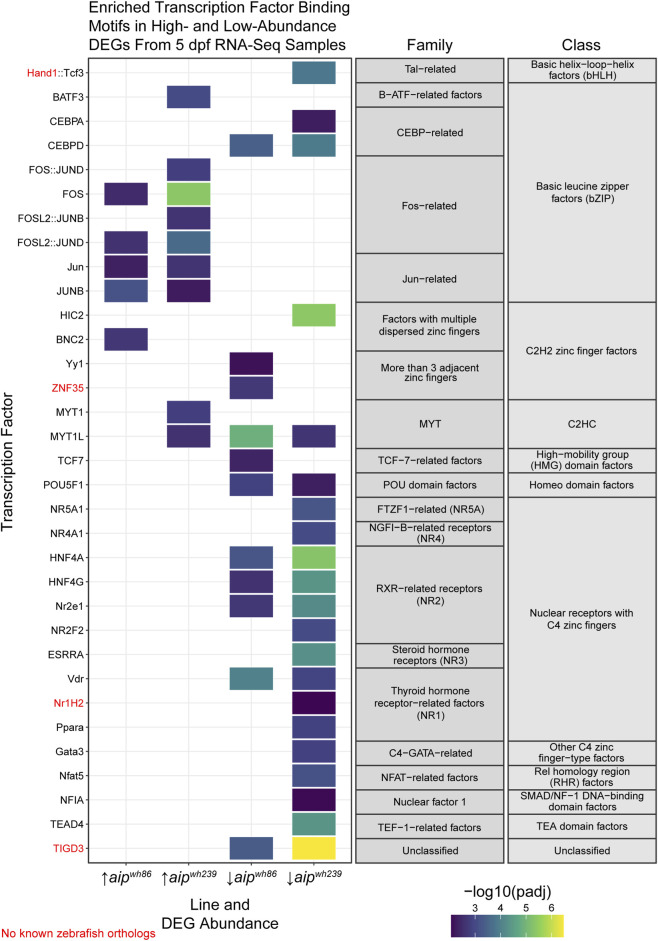
Enriched transcription factor (TF) binding motifs ±1,000 bp of the transcription start site in higher and lower abundance DEGs from the five dpf RNA-seq data (*p*adj ≤ 0.05, Fisher’s exact test with Bonferroni correction). Line and DEG abundance are on the x-axis, and the enriched TFs are on the y-axis. Family and class of each TF are annotated on the right. All TF information comes from the JASPAR 2026 vertebrate collection, and those enriched in our data were mice or human proteins. While most TFs had zebrafish orthologs, protein symbols in red have no known orthologs in ZFIN or Ensembl.

The ↑*aip* ^*wh86*^ group had one unique binding motif. It shared four motifs with the ↑*aip* ^*wh239*^ group which had four unique motifs. Shared motifs were from the basic leucine zipper class and Fos and Jun-related families (Figure 9). Together these proteins form the activator protein 1 (AP-1) TF which is composed of dimers from the Jun-, Fos-, and ATF-related families. It regulates transcriptional response to growth factors, stress signals, infections, and in oncogenesis and tumor suppression (Eferl and Wagner, 2003; Hess et al., 2004). Zebrafish orthologs of these TFs, *junba*, *junbb*, *fosl2*, and *fosab*, were all DEGs in greater abundance in both lines while *batf3* was a DEG in greater abundance in the *aip* ^*wh239*^ line only. 

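The transcripts of several subunits of AP-1, a family of dimers that respond to stress and growth signals, were more abundant in −/− larvae. *junba* rose from 16.0 ± 1.73 to 69.9 ± 12.1 CPM in *wh86* (log2 fold change 2.13, SE 0.14, adjusted p = 3.02e-08 from edgeR) and from 15.9 ± 2.57 to 82.4 ± 26.0 CPM in *wh239* (log2 fold change 2.37, SE 0.21, adjusted p = 1.28e-05). *junbb* rose from 33.7 ± 5.57 to 98.0 ± 25.9 CPM in *wh86* (log2 fold change 1.55, SE 0.25, adjusted p = 8.24e-04 from edgeR) and from 38.9 ± 4.41 to 113 ± 23.1 CPM in *wh239* (log2 fold change 1.54, SE 0.15, adjusted p = 6.77e-06). *fosl2* rose from 20.4 ± 1.48 to 65.4 ± 8.66 CPM in *wh86* (log2 fold change 1.69, SE 0.09, adjusted p = 5.12e-12 from edgeR) and from 20.5 ± 2.51 to 66.2 ± 6.00 CPM in *wh239* (log2 fold change 1.70, SE 0.09, adjusted p = 1.30e-13). *fosab* rose from 42.1 ± 2.95 to 151 ± 56.1 CPM in *wh86* (log2 fold change 1.84, SE 0.25, adjusted p = 2.63e-04 from edgeR) and from 40.8 ± 1.87 to 118 ± 33.0 CPM in *wh239* (log2 fold change 1.53, SE 0.17, adjusted p = 3.91e-05). *batf3*, which pairs with Jun proteins, had 0.741 ± 0.268 CPM in *wh86* +/+ pools and 1.44 ± 0.211 in −/−. Its log2 fold change in *wh86* was 0.94 (SE 0.29, adjusted p = 0.0132 from edgeR), under the threshold of 1, and without *wh86* +/+ replicate 2 the adjusted p was 0.0518. In *wh239* it was 1.44 (SE 0.33, adjusted p = 0.00117 from edgeR). Of 20 tested genes of AP-1 and related factors, 12 were higher in *wh86*, and 13 higher and 1 lower in *wh239* (12 higher in *wh86*, and 14 higher and 1 lower in *wh239*, adjusted over the list alone). Among them *mafk* rose by 1.70 and 1.23 on the log2 scale. Camera put the AP-1 list at adjusted p = 3.91e-12 and 6.32e-10, and at adjusted p = 0.0436 and 0.103 with an estimated correlation. The list holds genes that the paper names, so it is not independent evidence. Motifs near these genes and their targets were not analysed here.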

The only motif that was shared between higher and lower abundance DEGS was MYT1L, a MYT family and C2HC class TF.

The JASPAR 2026 vertebrate database did not contain any zebrafish binding motifs and the 33 unique motifs enriched in our samples were derived from either *H. sapiens* (humans) or *M. musculus* (mice). However, direct zebrafish orthologs were available for 29 of the motifs. Four had no direct zebrafish orthologs according to ZFIN (Bradford et al., 2022) and Ensembl: HAND1, NR2E1, TIGD3, and ZNF35. HAND1 was not listed individually but was included as a heterodimer with TCF3 which has multiple zebrafish orthologs. All TF binding motif stats tables can be found in Supplementary Dataset 5-Table 3.

### 3.8 Homozygous *aip* mutation alters transcript usage beyond differential expression

36 and 35 genes with significant differences in transcript usage between *aip* ^*+/+*^ and *aip* ^*−/−*^ larvae were identified (*q* ≤ 0.05) from the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines, respectively. Only 17 were shared between lines. In both lines, 32 genes were estimated to have differential transcript usage with functional consequences at the protein level in one or both lines (Figure 10). 10 of these genes were shared between lines. These changes represent the alterations in transcripts or translated protein with greater expression in *aip* ^*−/−*^ larvae vs. the transcripts with greater expression in *aip* ^*+/+*^ larvae. Out of the 11 DTU genes in the *aip* ^*wh86*^ line only two were also DEGs. Out of the 11 DTU genes in the *aip* ^*wh239*^ line only two were also DEGs. Out of the 10 DTU genes shared between lines again just two were also DEGs. 

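Total counts of most genes with altered transcript usage stayed under the threshold of called genes, though most passed the adjusted p. Transcript usage itself was not analysed here, since no table used here pairs transcripts with genes. Of the 10 genes shared between the lines, *acsl4b*, *fgg* and *tdh* were called in both. *acsl4b*, which activates long-chain fatty acids, had log2 fold changes of 1.55 in *wh86* (SE 0.10, adjusted p = 1.33e-10 from edgeR) and 1.37 in *wh239* (SE 0.10, adjusted p = 9.38e-11). *fgg*, the gamma chain of fibrinogen, rose from 148 ± 3.77 to 576 ± 167 CPM in *wh86* and from 148 ± 3.05 to 589 ± 124 in *wh239* (edgeR adjusted p = 1.21e-05 and 2.08e-08). *tdh*, a threonine dehydrogenase gene, had log2 fold changes of 1.36 and 1.14. At the adjusted p alone, 8 of the 10 passed in *wh86* and 6 in *wh239*. Of the genes with altered usage in *wh86* alone, 7 passed in *wh86* and 6 in *wh239*, and of those in *wh239* alone, 9 and 8. Among all genes tested 9283 of 24913 passed in *wh86* and 8477 of 24773 in *wh239*, and 1558 and 1297 were called. *psma5*, of the proteasome, rose by 0.74 and 0.78 on the log2 scale, and *cant1b* did not pass in either line. Of the 11 genes of *wh86*, 10 were matched by symbol to a tested gene, and *prg4b*, *stmn1a* and *zgc:86896* were called in *wh86*. *prg4b*, a lubricin gene, had log2 fold changes of 1.94 and 1.69, and *stmn1a*, a stathmin gene of dividing cells, of −1.42 and −0.99 (edgeR adjusted p = 5.59e-04 in *wh86*). *mhc1zea*, a class I gene whose paralogs may share reads with it, had log2 fold changes of 0.78 and 0.93 (edgeR adjusted p = 1.96e-05 and 9.69e-07), under the threshold of 1. Of the 11 genes of *wh239*, *fga* and *si:dkey-184p18.2* were called in *wh239*. *fga*, the alpha chain of fibrinogen, had log2 fold changes of 1.87 and 2.04 (edgeR adjusted p = 2.39e-04 and 2.89e-08). *tpm4a*, a tropomyosin gene, rose by 0.69 and 0.93 on the log2 scale, and *znf330* by 0.80 and 0.76.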

The DTU consequences and stats tables are in Supplementary Dataset 5-Table 4.

**FIGURE 10:**
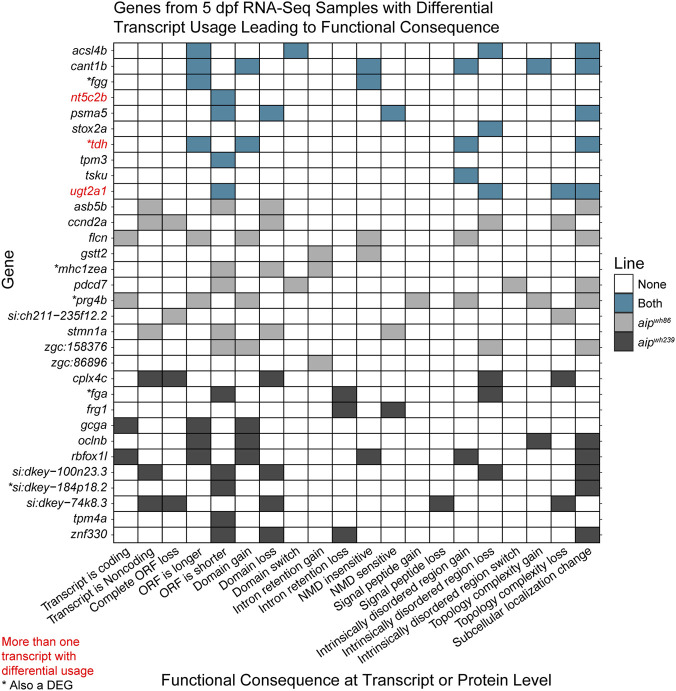
Genes with differential transcript usage (DTU) (Benjamini–Hochberg FDR-adjusted *q*-value ≤0.05) from the five dpf RNA-seq data. The predicted functional consequence of DTUs with isoform fraction (dIF) ≥ |0.1| is on the x-axis, and the gene expressing each DTU is on the y-axis. These functional consequences correspond to the structure of the transcript with increased abundance in *aip* ^*−/−*^ larvae vs. the more abundant transcript in *aip* ^*+/+*^ larvae. Genes with more than one transcript in differential usage are in red. Genes that are also DEGs are denoted by an asterisk, *. 32 genes had DTUs that were predicted to result in functional consequences at the transcript or protein level, with 10 shared between the lines. Each line had 11 unique genes with DTU. Only six of the DTU genes were also DEGs.

DTU genes that were found in one or both lines were placed into g:Profiler (Kolberg et al., 2023) for pathway enrichment. When adding shared DTU genes only the KEGG pathway “pyrimidine metabolism” was enriched due to genes calcium activated nucleotidase 1 b (*cannot1b*) and 5′-nucleotidase, cytosolic IIb (*nt5c2b*). The WikiPathways (Agrawal et al., 2024) term “effect of L-carnitine on metabolism” was also enriched due to acyl-CoA synthetase long chain family member 4 b (*acsl4b*). When using the shared DTU genes plus DTU genes only present in the *aip* ^*wh86*^ line no pathways were enriched. When adding shared DTU genes plus DTU genes only present in the *aip* ^*wh239*^ line GO:BP terms “protein activation cascade”, “blood coagulation, fibrin clot formation”, “platelet aggregation”, and GO:CC term “fibrinogen complex” were enriched due to fibrinogen chains alpha and gamma (*fga*, *fgg*). Additionally, the WP pathway “effect of L carnitine on metabolism” was still enriched due to *acsl4b*.

## 4 Discussion

Morphological and behavioral assessments were performed on five dpf *aip* ^*wh239−/−*^, *aip* ^*wh239+/−*^, and *aip* ^*wh239+/+*^ larvae following exposure to four Ahr ligands. We observed that *aip* ^*wh239−/−*^ larvae had some degree of differential susceptibility vs. the other genotypes during each of the exposures. Susceptibility was ligand-dependent, with *aip* ^*wh239−/−*^ larvae being less susceptible to PCB126, 5-Nan, and BkF, but more sensitive to leflunomide exposure. Further, Ahr ligands increased the incidence of similar morphological endpoints, but *aip* mutation altered susceptibility to these malformations in some chemicals but not others.

We performed mRNA sequencing of pooled five dpf larvae from each genotype and line. Because RNA-seq samples represent pooled larvae, transcriptomic results do not resolve inter-individual transcriptional variability within genotype groups. As such, results should be interpreted as genotype-associated differences across pooled biological replicates rather than individual-level responses. While WT maternal transcripts were present in *aip* ^*−/−*^ mutants, there were large transcriptomic changes, including differential expression and alternative splicing, due to *aip* deficiency. GSEA revealed that pathways related to cellular and metabolic homeostasis were disturbed in *aip* ^*−/−*^ larvae, and enrichment of DEG binding motifs estimated changes in binding activity by transcription factors such as nuclear receptors and AP-1, which regulate metabolic homeostasis, cellular differentiation, and stress, that may be tied to these transcriptomic phenotypes. Because homozygous *aip* mutation is lethal by 10 dpf some genotype-dependent differences observed at five dpf may be the downstream result of impaired development or cellular stress rather than a direct mechanistic consequence of Aip mutation. Due to this, RNA-seq results should be interpreted as changes associated with Aip deficiency, not direct regulatory changes due to reduced Aip activity.

Finally, we used MuSiC to estimate alterations in transcriptional profile within specific cell types. This analysis increased the resolution of the bulk RNA-seq data by estimating the transcriptomic contributions of 28 different cell types. MuSiC-based estimates in proportion were available only for cell types with sufficient representation in the single-cell atlas and the bulk RNA-seq data. 38 cell types were retained from the five dpf reference after filtering, and 10 of these cell types had no estimated contribution for the bulk samples. These populations may be in low abundance or contribute little cell-type-specific mRNA. Due to this, estimates are available for retained cell types only, rather than all possible cell types comprising a larval zebrafish. Changes in proportion for retained cell types should be interpreted as potential cell-type-specific differences in transcriptional profile rather changes in the composition of larvae.

### 4.1 *aip* status strongly influences phenotype while line-to-line differences are less clear

We demonstrated that *aip* deficiency altered susceptibility to Ahr ligands and unexposed larval behavior (Figures 1–3). Using mRNA-sequencing we found many DEGs between *aip* ^*−/−*^ and *aip* ^*+/+*^ larvae in both lines, as well as alternative splicing products which were not DEGs (Figure 10). In contrast, *aip* ^*+/−*^ larvae appeared to be nearly identical to *aip* ^*+/+*^ larvae transcriptomically, with less than six DEGs in either line (Table 1). This is despite the fact that five dpf *aip* ^*+/−*^ larvae have around half as many WT *aip* transcripts as *aip* ^*+/+*^ larvae, suggesting that lower expression of WT *aip* transcripts is sufficient to maintain normal cellular function (Figure 5). Additionally, *aip* ^*+/−*^ larvae were not significantly different from *aip* ^*+/+*^ larvae in any of the morphological screenings performed following Ahr ligand exposure. There is strong evidence that heterozygous *Aip* loss in mice leads to excess growth hormone (Schernthaner-Reiter et al., 2020) and pituitary tumors (Lecoq et al., 2016; Shen et al., 2024) with one study demonstrating full penetrance of the phenotype by the age of 15 months (Raitila et al., 2010). While normal phenotypes were observed in *aip* ^*+/−*^ larval zebrafish, future studies in *aip* ^*+/−*^ adults may find more subtle effects due to heterozygous *aip* mutation.

Five dpf *aip* ^*−/−*^ larvae had low levels of both WT and mutant *aip* transcripts, with WT transcripts present at 3.5% and 1.1% of the level observed in *aip* ^*+/+*^ larvae for the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines, respectively. This low abundance of WT *aip* transcripts appears insufficient for normal development, with reduced survival of *aip* ^*−/−*^ larvae after five dpf. However, this data excludes earlier developmental timepoints, where maternal transcript carryover could partially rescue the initial effects of homozygous aip deficiency. Consideration of earlier timepoints is important when interpreting Ahr ligand exposures, which began at six hpf. Maternal transcript carryover could also delay the onset of developmental phenotypes and influence transcriptomic states at five dpf. Karchner et al. (2026) examined the presence of maternal WT transcripts at three dpf in addition to five dpf. For *aip* ^*−/−*^ larvae at both time points, WT transcripts were present at ≈3% of the level observed in *aip* ^*+/+*^ larvae (Karchner et al., 2026). While low at three and five dpf, no data concerning maternal transcript counts is available at earlier developmental time points, and results may be interpreted as phenotypes associated with severe Aip deficiency, rather than complete loss.

Differences between the lines were more difficult to interpret, as baseline transcriptomic changes were present between *aip* ^*wh86+/+*^ and *aip* ^*wh239+/+*^ larvae (105 DEGSs). Functional profiling of these DEGs performed using g:Profiler did not identify enriched pathways, supporting the hypothesis that this divergence is due to the lines originating from different founders or from maintenance as separate stocks rather than a coordinated change in gene expression. Therefore, in this study we used the convergence between the two lines to support shared conclusions rather than attempting to explain differences in phenotype between the mutant lines. This approach is further supported by the fact that the *aip* mutants had very few mutant transcripts overall (mean ≈19) and that death occurred within the same developmental time point in both lines (Karchner et al., 2026). However, functional profiling of *aip* ^*wh239−/−*^ vs. *aip* ^*wh86−/−*^ DEGs using g:Profiler did reveal some enriched pathways, mostly involving steroid biosynthesis, heme binding, retinol metabolism, and PPAR signaling. Additionally, we cannot exclude the possibility that mutant gene products retain partial activity. This is especially true for *aip* ^*wh239−/−*^ animals, as a single TPR domain is encoded in the translated protein. If any mutant protein is translated, it is possible that it could interact with other proteins through this domain in very specific and limited circumstances. Again, because of this, results may be associated with severe Aip deficiency, rather than complete loss of Aip activity.

### 4.2 Homozygous *aip* mutation may protect against ahr-dependent toxicity while increasing susceptibility to Ahr-independent exposures

PCB126 is a dioxin-like compound with Ahr2-dependent toxicity in zebrafish (Jonsson et al., 2007). Previously, killifish with adaptations to chronic PCB exposure (Reid et al., 2016) and Aip mutant zebrafish (Karchner et al., 2026) exhibited resistance to PCB126 as well as TCDD. In this study, we expanded knowledge of Aip-mediated chemical sensitivity by exposing *aip* mutant zebrafish to three additional Ahr ligands: 5-nitroacenaphthene (5-Nan), benzo(k) fluoranthene (BkF), and leflunomide. To our knowledge, these Ahr ligands have never been tested in an *aip*-null model.

Each of these Ahr ligands have properties not observed with dioxin-like compounds previously tested. First, where many dioxin-like compounds bind to Ahr2 in zebrafish (Andreasen E. A. et al., 2002), the substituted PAH 5-Nan was shown to be a presumptive Ahr1a-specific ligand (Morshead et al., 2025). Second, a previous study found that in a screen of 123 PAHs, four induced a duplicate fin fold perpendicular to the caudal fin that was coined “X-fin”. BkF was the most potent of the four PAHs. The X-fin phenotype only occurred in larvae exposed before 36 hpf and was Ahr2-dependent (Garland et al., 2020). Third, the anti-inflammatory prodrug leflunomide was also tested. While leflunomide is an Ahr2 agonist, its rapid *in vivo* metabolism to therapeutic agent A771726 (teriflunomide) is largely Ahr2-independent, with CYP enzymes only playing a small role (Rozman, 2002). Teriflunomide inhibits DHODH, a mitochondrial enzyme which catalyzes the rate-limiting step of *de novo* pyrimidine synthesis, critical in dividing cells (Sykes, 2018). Teriflunomide does not activate Ahr2. While in the present study *aip* deficiency sensitized zebrafish larvae to leflunomide, Ahr2 was shown to be required for leflunomide-induced inhibition of caudal fin regeneration in zebrafish (O'Donnell et al., 2010). Leflunomide also binds Ahr1a and Ahr1b, but their spatial expression is less broad than Ahr2, with Cyp1a induction in leflunomide-exposed *ahr2* ^*hu3335*^ larvae largely confined to the liver and vasculature. *ahr1a* knockdown blocked Cyp1a expression in the liver and *ahr1b* knockdown blocked expression in the vasculature (Goodale et al., 2012).

While both PCB126 and 5-Nan exposure led to cranial and edema malformations in five dpf zebrafish larvae, *aip* mutation was only protective against these phenotypes during PCB126 exposure (Figure 1). However, the brain endpoint, which was induced during 5-Nan exposure, had significantly lower incidence in 5-Nan-exposed *aip* ^*wh239−/−*^ larvae. BkF exposure led to significant induction of cranium and edema endpoints, but to a lesser degree than the PCB126 and 5-Nan exposures. As with 5-Nan exposure, *aip* mutation was not protective against these phenotypes following BkF exposure. The endpoint primarily driving BkF toxicity in zebrafish larvae was the X-fin caudal fin duplication and *aip* ^*wh239−/−*^ larvae had significantly lower incidence of this phenotype. Together, these results suggest Ahr isoform-, chemical-, and tissue-specific modulation of Ahr by Aip.

For both the 5-Nan and BkF exposures, *aip* ^*wh239−/−*^ larvae had increased incidence of axis malformations vs. *aip* ^*wh239+/+*^ or *aip* ^*wh239+/−*^ larvae, respectively. This apparent increase in sensitivity to axis malformations may be explained by reduced or delayed hatching that is sometimes observed in *aip* ^*wh239−/−*^ zebrafish. Delayed hatching was not quantified in this study, as hatching occurs around three dpf and morphology was not observed until five dpf. Delayed hatching can lead to bends along the axis. There was also increased incidence of brain malformations in *aip* ^*wh239−/−*^ vs. *aip* ^*wh239+/−*^ larvae during the BkF exposure. When comparing the DMSO and 40 µM BkF-exposed *aip* ^*wh239−/−*^ larvae there was no significant difference in incidence of axis or brain endpoints, suggesting these are background malformations. Work utilizing brightfield microscopy to better characterize *aip*-dependent morphological and tissue malformations absent chemical exposure has been performed and is in preparation (Stinson et al., 2026, in preparation) at the time of the current study’s publication.

Behavioral results from exposed *aip* ^*wh239−/−*^ larvae agreed with or differed from the paired morphologic data depending on the Ahr ligand tested. PCB126-exposed *aip* ^*wh239−/−*^ larvae had no significant behavioral effect, while both *aip* ^*wh239+/+*^and *aip* ^*wh239+/−*^ larvae were hypoactive during the light phase of the assay. However, the genotype • exposure interactions were not significant, suggesting that, PCB126 exposure did not produce significantly greater hypoactivity in *aip* ^*wh239+/+*^ and *aip* ^*wh239+/−*^ larvae vs. *aip* ^*wh239−/−*^ mutants. Following 5-Nan exposure, all genotypes were hypoactive in both the light and dark phases of the LPR assay and exposure induced greater hypoactivity in *aip* ^*wh239+/−*^ larvae vs. *aip* ^*wh239−/−*^ larvae. However, 5-Nan-induced behavioral alterations also differed between *aip* ^*wh239+/+*^ and *aip* ^*wh239+/−*^ larvae, while *aip* ^*wh239+/+*^ and *aip* ^*wh239−/−*^ behavioral alterations were not statistically different. This makes the role of *aip* deficiency in 5-Nan-induced behavioral alterations more difficult to interpret, but the likely minimal protection conferred by *aip* mutation is consistent with the morphological data. However, one may hypothesize that reduction in 5-Nan-induced brain malformations could affect behavioral readouts. Similarly, all BkF-exposed genotypes were hypoactive in the light and dark phases of the LRP assay and during the LSR assay. Yet, none of the genotype • exposure interactions were statistically significant. This suggests that while *aip* mutation prevents BkF-induced caudal fin duplications, it does not protect against BkF-induced behavior effects. The complex behavioral effects seen following exposure to different Ahr ligands further highlight the tissue-specific roles of Aip in Ahr modulation.

The effect of leflunomide exposure on *aip* ^*wh239−/−*^ larvae contrasts with the other three Ahr ligands tested. Rather than offering resistance, *aip* mutation led to more severe morphological and behavior effects during leflunomide exposure (Figures 1, 3). Leflunomide is distinct from the other AHR ligands, as it can act through both Ahr induction and Ahr-independent conversion to teriflunomide, the active metabolite responsible for inhibition of DHODH. Our results contrasts with O’Donnell et al., 2010 where Ahr knockdown rescued leflunomide-induced inhibition of caudal fin regeneration. In O’Donnell et al., 2010, it was concluded that DHODH inhibition was not responsible for fin regeneration inhibition, as direct teriflunomide exposure did not block fin regeneration in Ahr competent larvae. We postulate that leflunomide-induced toxicity in *aip*-null zebrafish was largely due to Ahr-independent formation of teriflunomide and downstream DHODH inhibition (Rozman, 2002), while toxicity of the three other ligands are known to be mediated through AHR signaling. Additionally, we observed dysregulation of mitochondrial and oxidative stress-related pathways in *aip* ^*wh239−/−*^ larvae, consistent with altered cellular homeostasis. We hypothesize, that due to baseline cellular stress, *aip* ^*wh239−/−*^ larvae may have a diminished ability to respond to leflunomide or its metabolites, with reduced Ahr signaling insufficient to prevent toxicity. Specifically, we hypothesize that teriflunomide exacerbates cellular stress through further inhibition of the mitochondrial function or *de novo* pyrimidine synthesis, a process critical in dividing cells (Sykes, 2018). Further, Ahr knockout mice were shown to have higher blood teriflunomide levels and worsened toxicity compared to WT mice, suggesting that Ahr-mediated induction of xenobiotic-metabolizing enzymes is important in clearance of the drug (Redaelli et al., 2015). Together, these observations suggest that reduced Aip activity may be insufficient to decrease leflunomide toxicity, and may even be detrimental due to increased cellular stress and reduced teriflunomide clearance. To test these hypotheses, future experiments should determine whether direct teriflunomide exposure induces morphological and behavioral effects such as those seen following leflunomide exposure. Additionally, it would be informative to repeat the caudal fin regeneration experiment performed in O’Donnell et al. (2010) using *aip* mutant zebrafish.

### 4.3 Coordinated shifts in transcription promote stress and immune response while suppressing metabolic pathways

DEG analysis revealed widespread transcriptomic changes in *aip* ^*−/−*^ larvae from both the *aip* ^*wh86*^ and *aip* ^*wh239*^ lines at five dpf and regulatory and cell-type-specific consequences associated with *aip* mutation were inferred using GSEA, TF binding motif analysis, and bulk-RNA-seq deconvolution. Genes in pathways associated with the cell cycle, DNA replication and repair, nutrient and drug metabolism, and the mitochondria and electron transport chain (ETC.) were primarily in lower abundance. In contrast, genes associated with cellular stress, apoptosis, innate immune response, and protein ubiquitination and transport were primarily in greater abundance (Figures 6, 7). Together, these findings raise the possibility that coordinated shifts in transcription promote cellular stress responses and repress proliferation and maintenance, disrupting cellular homeostasis.

Multiple gene sets associated with glycolysis, the pentose phosphate pathway, and amino acid and fatty acid metabolism were negatively enriched, suggesting that cellular metabolism is broadly reduced. ETC-related terms “mitochondrial electron transport, cytochrome c to oxygen” and “oxidative phosphorylation” were negatively enriched, suggesting that metabolic dysfunction extends to mitochondrial ATP production. The “PPAR signaling pathway” was also negatively enriched. PPAR signaling regulates genes involved in lipid metabolism, adipogenesis, and energy homeostasis (Tyagi et al., 2011). Notably, some gene sets involved in protein metabolism and biosynthesis, “alanine, aspartate, and glutamate metabolism”, “arginine biosynthesis”, and “biosynthetic process”, were positively enriched, suggesting that certain metabolic processes may be maintained despite *aip* mutation. Additionally, many pathways associated with drug and xenobiotic metabolism were negatively enriched as were “steroid hormone biosynthesis” and “retinol metabolism” gene sets. AME was used to enrich TF binding motifs among genes of lower abundance and enriched HNF4A and HNF4G, TFs that regulate lipid, glucose, and xenobiotic metabolism (Bolotin et al., 2010; Beinsteiner et al., 2023; Hwang-Verslues and Sladek, 2010). MuSiC-based bulk-RNA-seq deconvolution estimated decreased transcriptomic contributions from the pancreas between *aip* ^*−/−*^ and *aip* ^*+/+*^ larvae in both lines (Figure 8). *hnf4a* is expressed in pancreatic β-cells of the developing zebrafish (O'Hare et al., 2016). POU5F1 and NR2E1 motifs were also enriched from lower abundance genes, suggesting potential alterations in pathways that control differentiation and proliferation (Onichtchouk, 2012; Onichtchouk et al., 2010; Kitambi and Hauptmann, 2007), however their role here remains unclear.

Cellular stress response pathways involving apoptosis, proteolysis, and oxidative stress were positively enriched. In both lines, “apoptosis”, “regulation of apoptotic process”, and “positive regulation of apoptotic response” gene sets were enriched, alongside “autophagy”, “efferocytosis”, and “mitophagy”. Additionally, gene sets associated with protein ubiquitination, proteolysis, and protein transport in the endoplasmic reticulum and Golgi apparatus were positively enriched in both lines. “Response to oxidative stress” was positively enriched in the *aip* ^*wh86*^ line only. These coenriched pathways may be the result of increased turnover of damaged or misfolded proteins, recycling of organelles, such as the mitochondria, and programmed cell death and efferocytosis, possibly in response to elevated cellular stress. Interestingly, Aip is known to bind with certain mitochondrial proteins, including survivin, which is tightly regulated in several cellular compartments. In the cytosol it prevents maturation of proapoptotic caspases, inhibiting apoptotic events. Survivin also regulates cell division by helping to segregate chromosome during mitosis (Martini et al., 2016; Albadari and Li, 2023). In the mitochondria it prevents intrinsic apoptosis and cytochrome C release (Malcles et al., 2007; Dohi et al., 2004). Reduction of survivin levels in the cell and mitochondria could potentially lower apoptotic threshold and inhibit mitosis. Survivin-null mice do not survive beyond E4.5, while *Aip*-null lines see 100% lethality at E13.5–14 (Uren et al., 2000; Kang et al., 2011). AIP also interacts with the rearranged during transfection (RET) proto-oncogene, which interferes with AIP-survivin interaction, acting as a potential regulatory pathway in cell survival (Vargiolu et al., 2009; Garcia-Rendueles et al., 2021). *RET* null mice have developmental abnormalities and die shortly after birth (Schuchardt et al., 1994).

Among genes with greater abundance in *aip* ^*−/−*^ larvae, enriched TF binding motifs were primarily from the Jun-, Fos-, and ATF-related families, which dimerize to form the AP-1 TF (Figure 9). Zebrafish orthologs for these genes were also in greater abundance, supporting these results. Additionally, innate immune signaling-related gene sets, “RIG-I-like receptor signaling pathway”, “NOD-like receptor signaling pathway”, “C-type lectin receptor signaling pathway”, “toll-like receptor signaling pathway”, “immune response”, and “innate immune response”, were positively enriched. These innate immune pathways, known as pattern-recognition receptors (PRRs), activate downstream signaling cascades that drive innate immune response (Li and Wu, 2021; Yoneyama et al., 2024). Specifically, the toll-like receptor is known to activate AP-1 through MAPK signaling (Takeda and Akira, 2005; Wicherska-Pawlowska et al., 2021). Further, mitochondrial damage and reactive oxygen species have been shown to activate the innate immune system through PRRs (Chandel, 2014; West and Shadel, 2017). In *aip* ^*−/−*^ larvae, MuSiC-based bulk-RNA-seq deconvolution estimated increased transcriptomic contributions from macrophages in both lines and neutrophils in the *aip* ^*wh239*^ line, suggesting enhanced innate immune activation in *aip* ^*−/−*^ larvae. While these analyses identified processes and cell types overrepresented among the DEGs, results should be interpreted as inferential to generate mechanistic hypotheses and prioritize pathways requiring further validation.

## 5 Conclusion

*aip* mutation in larval zebrafish reduced sensitivity to toxicants whose activity depends on Ahr signaling. In contrast, *aip* ^wh239−/−^ larvae were more sensitive to leflunomide, an Ahr ligand that does not require Ahr activation to drive toxicity. Effects were also observed absent chemical exposure, including hyperactivity in the light phase of the LPR assay and early mortality at 7–10 dpf. Large transcriptomic shifts were observed in *aip* ^*−/−*^ larvae, including alternative splicing. Gene expression changes were used to perform GSEA, indicating positively enriched gene sets involved in cellular stress, apoptosis, innate immune response, and proteolysis, and negatively enriched gene sets involved in replication and metabolism. These observations were supported by enrichment of binding motifs governing many of these processes and estimates of transcriptomic contributions from important cell types. While these observations are inferential, and do not prove direct mechanistic claims, they suggest a context-dependent role of Aip in Ahr modulation and other cellular functions which may be demonstrated following future validation. As Aip function is critical for survival in zebrafish and other organisms, further studies could benefit from models that preserve Aip function but introduce targeted mutations. This approach would allow investigation of Aip’s role in later developmental stages, simplify methodology, and eliminate the potential impact of maternal WT transcripts.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Aip mutation leads to significant alterations in gene expression, altered sensitivity to Ahr ligands, and early lethality in zebrafish
**Source:** Front Toxicol. 2026 Jul 6;8:1875384. doi: 10.3389/ftox.2026.1875384
**Supplement:** Supplementary file 4

Table or Figure Page Number

[Table 1 1](#_Toc228285906)

[Table 2 2](#_Toc228285907)

[Table 3 4](#_Toc228285908)

[Table 4 4](#_Toc228285909)

Table 1

Sequences of guide targets used to generate each line, the screening primers used for initial mutation detection, and the TaqMan primers and probe used for genotyping offspring.

|  |  | *aip^wh86^* | *aip^wh239^* |
| --- | --- | --- | --- |
| Target/Primer/Probe (5'-3') | Guide Target | GGTTACCACTATGAAAGAGG | AGCGTCCAGGTGATGAGCAC |
|  | Screening Fwd | GTGAAGTTTCATTACCGCACTAGC | CAATAACACCGTCGCTTTTGTTGC |
|  | Screening Rev | AAAGAATAAGAGTCCAGACAGACC | TAGTCATGTAGTGTGAAAACATCC |
|  | TaqMan Fwd | TGTGTGGGAGCAAGTGGTTAC | GGTTGAACATTAAACATCTCCCCTGTT |
|  | TaqMan Rev | ACAGCTAGAAATGTCACTGACCTTAAC | GGAGGAGAGGAGTGATCATGAGAT |
|  | TaqMan WT Probe | TTCCCCCTCTTTCATAGTG | ATGAGCACTGGATCAA |
|  | TaqMan Mutant Probe | ATTTCCCCCTTTCATAGTG | CAGGTGATGAGGATCAA |

Table 2

Chemical names, CAS numbers, purity, vendors, and stock concentrations for chemicals used. Additionally, the chemical, concentrations, DMSO normalization, and the samples sizes for all exposures (range finding, EC_50_ morphology, and EC_50_ behavior experiments).

| **Chemical Information** | | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Chemical Name** | **CAS** | **Purity (%)** | **Vendor** | **Stock Concentration (mM)** |  |  |  |
| PCB126 | 57465-28-8 | 99.5 | AccuStandard | 0.382 |  |  |  |
| 5-nitroacenaphthene | 602-87-9 | 84.1 | AccuStandard | 10.14 |  |  |  |
| benzo(k)fluoranthene | 207-08-9 | 99.9 | AccuStandard | 10 |  |  |  |
| leflunomide | 75706-12-6 | ≥98 | Sigma-Aldrich | 10 |  |  |  |
|  |  |  |  |  |  |  | |
| **Range Finding** | | | | | | | |
| **Chemical Name** | **DMSO Normalization (%)** | **Conc 1 (µM)** | **Conc 2 (µM)** | **Conc 3 (µM)** | **Conc 4 (µM)** | **Conc 5 (µM)** | |
| PCB126 | 0.0785 | 0.1 | 0.15 | 0.2 | 0.25 | 0.3 | |
| 5-nitroacenaphthene | 0.1972 | 4 | 8 | 12 | 16 | 20 | |
| benzo(k)fluoranthene | 0.6000 | 20 | 30 | 40 | 50 | 60 | |
| leflunomide | 0.0100 | 0.6 | 0.7 | 0.8 | 0.9 | 1 | |
| **Chemical Name** | **n_DMSO** | **n_Conc 1** | **n_Conc 2** | **n_Conc 3** | **n_Conc 4** | **n_Conc 5** | |
| PCB126 | 64 | 64 | 64 | 64 | 64 | 57 | |
| 5-nitroacenaphthene | 48 | 48 | 48 | 48 | 48 | 48 | |
| benzo(k)fluoranthene | 48 | 48 | 48 | 48 | 48 | 48 | |
| leflunomide | 48 | 48 | 48 | 48 | 48 | 47 | |
|  |  |  |  |  |  |  | |
| **EC50 Exposure -Morphology** | | | | | | | |
| **Chemical Name** | **CAS** | **Purity (%)** | **Vendor** | **Stock Concentration (mM)** | **Exposure Concentration (µM)** | **DMSO Normalization (%)** | |
| PCB126 | 57465-28-8 | 99.5 | AccuStandard | 0.382 | 0.2 | 0.0524 | |
| 5-nitroacenaphthene | 602-87-9 | 84.1 | AccuStandard | 10.14 | 11 | 0.1085 | |
| benzo(k)fluoranthene | 207-08-9 | 99.9 | AccuStandard | 10 | 40 | 0.4000 | |
| leflunomide | 75706-12-6 | ≥98 | Sigma-Aldrich | 10 | 0.75 | 0.0075 | |
| **Chemical Name** | **n_+/+ DMSO** | **n_+/+ Exposed** | **n_+/- DMSO** | **n_+/- Exposed** | **n_-/- DMSO** | **n_-/- Exposed** | |
| PCB126 | 58 | 74 | 135 | 136 | 74 | 65 | |
| 5-nitroacenaphthene | 68 | 63 | 135 | 123 | 70 | 83 | |
| benzo(k)fluoranthene | 63 | 62 | 144 | 128 | 72 | 52 | |
| leflunomide | 64 | 61 | 162 | 134 | 56 | 50 | |

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **EC50 Exposure - Behavior** | | | | | | |
| **Chemical Name** | **CAS** | **Purity (%)** | **Vendor** | **Stock Concentration (mM)** | **Exposure Concentration (µM)** | **DMSO Normalization (%)** |
| PCB126 | 57465-28-8 | 99.5 | AccuStandard | 0.382 | 0.2 | 0.0524 |
| 5-nitroacenaphthene | 602-87-9 | 84.1 | AccuStandard | 10.14 | 11 | 0.1085 |
| benzo(k)fluoranthene | 207-08-9 | 99.9 | AccuStandard | 10 | 40 | 0.4000 |
| leflunomide | 75706-12-6 | ≥98 | Sigma-Aldrich | 10 | 0.75 | 0.0075 |
| **Chemical Name** | **n_+/+ DMSO** | **n_+/+ Exposed** | **n_+/- DMSO** | **n_+/- Exposed** | **n_-/- DMSO** | **n_-/- Exposed** |
| PCB126 | 57 | 43 | 135 | 86 | 73 | 53 |
| 5-nitroacenaphthene | 68 | 30 | 135 | 62 | 70 | 48 |
| benzo(k)fluoranthene | 62 | 32 | 144 | 62 | 71 | 38 |
| leflunomide | 64 | 36 | 162 | 75 | 50 | 16 |
| No Exposure | 251 | NA | 576 | NA | 264 | NA |

Table 3

Description of each morphological endpoint assessed at 120 hpf following chemical exposure.

| Endpoint | Definition (at 5 dpf) |
| --- | --- |
| Cranium | Malformed, missing or smaller than normal the eye, snout, or jaw |
| Axis | Curved or bent axis in either direction |
| Edema | Heart or yolk sac malformation, pericardial or yolk sac edema |
| Muscle | Lack of circulation, malformed/disorganized/missing somites, or improper swim bladder formation |
| Lower Trunk | Malformation of the lower trunk, including caudal fin region |
| Brain | Brain malformations or necrosis |
| Skin | Abnormal pigmentation |
| Notocord | Notochord malformation |
| Touch Response | Not responsive to touch |
| X-Fin | Caudal fin duplication |

Table 4

Post-hoc pairwise comparisons performed for the four EC_50_ exposures to evaluate genotype and concentration effects. The null hypothesis tested by each comparison is provided as well.

| Condition 1 | Genotype 1 | Condition 2 | Genotype 2 | Null Hypothesis Tested |
| --- | --- | --- | --- | --- |
| DMSO | *aip^wh239+/+^* | DMSO | *aip^wh239+/-^* | Controls from each genotype behave the same |
| DMSO | *aip^wh239+/+^* | DMSO | *aip^wh239-/-^* |  |
| DMSO | *aip^wh239+/-^* | DMSO | *aip^wh239-/-^* |  |
| DMSO | *aip^wh239+/+^* | Exposed | *aip^wh239+/+^* | Chemical exposure does not have an effect |
| DMSO | *aip^wh239+/-^* | Exposed | *aip^wh239+/-^* |  |
| DMSO | *aip^wh239-/-^* | Exposed | *aip^wh239-/-^* |  |
| Exposed | *aip^wh239+/+^* | Exposed | *aip^wh239+/-^* | Exposed larvae from each genotype behave the same |
| Exposed | *aip^wh239+/+^* | Exposed | *aip^wh239-/-^* |  |
| Exposed | *aip^wh239+/-^* | Exposed | *aip^wh239-/-^* |  |

How the deposited data were processed for this re-analysis (not part of the article)

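RNA of whole zebrafish larvae at 5 days of age was sequenced from a pair of *aip* mutant lines, *wh86* and *wh239*. Each line had 4 pools of +/+, 4 of +/− and 4 of −/− larvae, and each pool held the RNA of 5 larvae, which makes 24 libraries in 6 groups. Pools were the replicates. Line, genotype and replicate were taken from the sample labels, which named the same libraries as the paper's supplementary table of samples.

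By the paper's methods the libraries were CORALL mRNA libraries sequenced as paired reads, and the sequencing provider trimmed them with cutadapt, aligned them to GRCz11 with STAR, collapsed reads of the same UMI and position to 1 and counted them per transcript and per gene. The sources used here name neither the counting tool nor the annotation release of the count tables. The gene table held whole-number counts without normalization for 32171 features, of which 32057 were zebrafish genes and 114 were spike-in RNAs (92 ERCC and 22 SIRV). The transcript table held counts of 59466 features. Its transcripts summed to a median of 93.6% of the gene counts of a library, and no table used here pairs them with genes. The authors' own tables of differential expression held log2 fold changes, shrunken log2 fold changes and adjusted p-values from DESeq2 on transcript counts that they summed per Ensembl gene. Those tables gave the symbols of 23750 gene IDs and were otherwise used only beside the values of the paper. A table of IDs gave 2933 further symbols, and 5374 IDs had no name.

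Libraries held 12.08 to 15.73 M (mega) counts in genes (median 12.96 M). The depth behind a gene was its count, and the spread between pools, given as an SD or as the SE of the log2 fold change, holds counting error and differences between pools together. Where 1 group had no counts, a fold was computed against a floor of 3 counts over the group and written as a lower bound. A group of 1 to 3 counts got a ratio with an exact 95% interval, which covers counting error only.

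Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and apeglm 1.24.0, and figures in Python 3.11.15 with matplotlib 3.10.9. Library totals were scaled by TMM without the spike-in RNAs. Genes with at least 10 counts summed over the libraries of a fit were tested, 24913 in *wh86*, 24773 in *wh239* and 25737 in both lines together. edgeR's robust quasi-likelihood F test was used with a term for each group. The comparisons of −/− and of +/− with +/+ larvae were made within a line, on its 12 libraries, and the comparisons of the lines within a genotype and the interaction of genotype and line on all 24. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more, and the interaction at the adjusted p alone. Single values per pool were compared with an exact permutation test, whose smallest two-sided p for 4 pools against 4 is 0.0286. The principal component analysis used the 500 genes with the highest variance of log2 CPM (prior count 2), centered and not scaled.

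Lists of genes for 47 pathways, tissues and cell types were set against the other tested genes with limma's camera at a preset correlation of 0.01 between genes, with adjustment over the 94 tests of both lines. The number of genes at an adjusted p of 0.05 was counted over all genes and with adjustment over the list alone. A table of genes of another assembly, GRCz12tu, was used only to say by symbol which genes lie on the chromosome that carries *aip*, and 20822 of the 25737 tested genes had a match (80.9%).

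Genes were named in the text by a rule set beforehand, while the paper's text and tables had been read. The rule took every gene that the paper names for these data, the 10 highest and the 10 lowest of the genes called in the same direction in both lines with a mean of at least 1 CPM, up to 4 members of each list by the larger adjusted p of the lines, every gene called in +/− larvae, the 5 higher and 5 lower genes with the smallest p between the lines in each genotype, the 5 genes with the smallest p for the interaction and every gene called in opposite directions. *atic*, *smarca5*, *fgfbp2b*, *tyrp1b*, *uba6*, *si:dkey-9i23.15* and *wu:fc21g02* fall outside it and were named after their values were seen.

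The alternatives tried were DESeq2 with apeglm, DESeq2's size factors in edgeR, scaling to the spike-in RNAs, no filter on low counts, edgeR's filterByExpr, the adjusted p alone, fits of the 8 libraries compared or of all 24, the replicate number as a block, each library left out in turn, another transformation or number of genes for the principal components, and fry or an estimated correlation for the lists. DESeq2 fits of the 8 libraries compared and windows of the nearest 100, 200 and 400 genes on each side of *aip* were added after the data had been seen.

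The steps were tested on simulated counts with the means and spread of these libraries, in which 50 genes each were changed by a log2 of 1.2, 1.5, 2 and 3 per comparison. In −/− larvae of *wh86* 70.0%, 76.0%, 96.0% and 92.0% of them were called and no unchanged gene of 24719 tested. In *wh239* 70.0%, 80.0%, 90.0% and 96.0% were called and 2 unchanged genes. The test of +/− larvae called 1 unchanged gene in each line, and the interaction, at the adjusted p alone, called 7. A list of 40 genes changed by a log2 of 0.5 passed camera in both lines, and none of 45 random lists did. The simulated genes varied independently of each other. The simulation therefore does not show how often lists of correlated genes pass without a change.

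Transcript usage, promoter motifs and cell type shares were left out, since no annotation that pairs transcripts with genes, no genome of the build and no cell atlas were among the files. Windows in megabases around *aip* were left out for the same reason. The genes listed beside the paper's supplementary table of enriched gene sets were not used, since only part of that list was held.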

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

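Chosen after the result was seen were the tests of the share of interaction genes and of +/− genes with an unadjusted p under 0.001 on the chromosome of *aip*, its windows by gene order, the simulation of unchanged +/− larvae and the test for RNA of other genotypes in *wh86* −/− replicate 3.

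In −/− larvae 5 named genes changed differently in the lines by the test of the difference itself, the interaction of genotype and line in edgeR. *p2rx3b* had log2 fold changes of −2.44 in *wh86* and 0.23 in *wh239*, a difference (*wh239* minus *wh86*) of 2.68. The difference was 0.87 for *ctnnd1*, 1.64 for *adamtsl7* and −2.11 for the unnamed gene ENSDARG00000117264 (edgeR adjusted p = 1.02e-04, 6.10e-04 and 0.00142). In *wh86* all 4 −/− pools lay below every +/+ pool in each of these 4 genes. In *wh239* all 4 −/− pools lay above every +/+ pool in *p2rx3b*, *ctnnd1* and *adamtsl7*, and below in ENSDARG00000117264. With the spike-in scaling *ctnnd1* did not pass (difference 0.54, edgeR adjusted p = 0.104). *si:dkey-22i16.9* had a fitted difference of −8.69, which rests on 1 count in the *wh239* −/− pools and is no bound.

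Genes on the chromosome that carries *aip* were common among those whose change in −/− larvae differed between the lines. Of genes called between the lines, it held 23 of 198 in −/− larvae (11.6%), 4 of 101 in +/+ (3.96%) and 5 of 121 in +/− (4.13%). The shares of the other matched genes were 4.52%, 4.59% and 4.59%. Of 17 interaction genes with a symbol in the GRCz12tu table, 10 lay on the chromosome of *aip* (58.8%), against 946 of 20804 other matched genes (4.55%, Fisher exact p = 5.76e-10). They were *p2rx3b*, *ctnnd1*, *adamtsl7*, *atic*, *smarca5*, *fgfbp2b*, *tyrp1b*, *uba6*, *si:dkey-9i23.15* and *wu:fc21g02*. None of the 17 lay among the nearest 100 genes on each side of *aip*, 4 among the nearest 200 and 8 among the nearest 400. Without *wh86* −/− replicate 3 the interaction called 113 genes, and 22 of 107 matched genes lay on the chromosome (20.6%, Fisher exact p = 2.70e-09). In +/− larvae the chromosome, on which the paper does not report, held 26.5% of the genes with an unadjusted p under 0.001 in *wh86* (18 of 68) and 59.4% in *wh239* (19 of 32). Of the genes called in −/− larvae, 37 of 168 on the chromosome and 180 of 2242 elsewhere (8.03%) had the same direction and an unadjusted p under 0.05 in +/− larvae (Fisher exact p = 7.72e-08). A gene called in both lines counts once for each there, so these counts are not of independent genes. By line these were 19 of 82 on the chromosome (23.2%) and 139 of 1247 elsewhere in *wh86*, and 18 of 86 (20.9%) and 41 of 995 (4.12%) in *wh239*, with odds ratios of 2.40 and 6.14 (Fisher exact p = 0.00251 and 1.33e-07). Both comparisons share the +/+ pools, and simulated +/− larvae without any change gave medians of 5.18% and 3.58% on the chromosome in *wh86* and *wh239* (highest of 20 simulations 11.2% and 7.92%), and at most 6.87% and 7.32% elsewhere. In *wh86* the share elsewhere lay above this as well, so the excess in its +/− larvae was not limited to the chromosome, and in *wh239* it lay below the lowest simulated share of 4.65%.

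A candidate explanation of this excess is sequence linked to *aip* that differs between the mutant and wild-type haplotypes of each line, in expression or in how reads align to the reference. The excess among the interaction genes (Fisher exact p = 5.76e-10) prompted this explanation and so is no test of it. The value it needs was there in +/− larvae (Fisher exact p = 7.72e-08 over both lines), in a test that could have come out the other way. Haplotypes that differ in the same way in both lines would pass that test and give no interaction. It therefore does not show that linked sequence made the interaction genes. For genes called in 1 line only the share was 7.96%, against 6.38% of those called in both (Fisher exact p = 0.253), which leaves open whether linked sequence adds to them. Whether chance gives as many as the real 20 interaction genes was not decided. Of 100 regroupings of the line labels within a genotype, the real one included, 5 gave as many, and the highest of the others gave 476. The lines differ in each genotype, and a regrouping that keeps more labels of *wh239* in −/− than in +/+ larvae puts that difference into the interaction. The 3 regroupings that kept 4 in −/− and 1 in +/+ larvae gave 476, 237 and 214 genes. An effect of Aip on genes of its own chromosome was not tested.

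*wh86* −/− replicate 3 lay nearer to the +/+ pools than the other −/− pools of its line did. Its score on the first principal component was 12.7 (gap to the nearest pool 0.936 of the range of the group), and its distance from the +/+ mean 33.7 (0.867 of the range).

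RNA of other genotypes in this pool could make its change smaller, but the pool would then need 40.6% of +/+ RNA, with *aip* at 25.5 CPM, or 43.5% of +/− RNA, with *aip* at 16.2 CPM. Its *aip* level was 5.88 CPM, within the 5.22 to 6.98 CPM of the other pools, which argues against such RNA as the whole source of the smaller change. The paper counts more wild-type *aip* transcripts in this pool than in the others of its group. Counts over the whole gene do not tell these from mutant transcripts, so a smaller share of such RNA stays open. Low depth or yield is argued against by its 14.96 M (mega) counts (12.85 to 15.73 in the other pools) and its 8.29 ng/µl of RNA (7.41 to 7.89). Its fold changes over 1008 genes had a Pearson r of 0.932 and a slope of 0.647 on the other pools. These values restate that the same genes changed by less, and a mix of RNA would give them as well, so they decide nothing about the source. The design names no property that sets this pool apart, so no biological explanation was tested.

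Genes called in 1 line only numbered 1128. With equal effects simulated in both lines, 858 to 976 genes were called in 1 line only over 20 simulations, and 960 to 1017 in both, where 855 were observed. Equal effects with chance calls and the same spread in both lines were thus argued against, as far as the simulation's fitted spread holds. The simulation also missed the totals, with 1411 to 1510 genes called in *wh86* and 1410 to 1479 in *wh239*, where 1549 and 1291 were observed. A spread that differs between the lines was not simulated, so equal effects are not excluded. The excess lay in *wh86* (693 observed, 419 to 513 simulated), and the 435 of *wh239* lay within the simulated 429 to 483. The 693 became 522 without *wh86* −/− replicate 1 and 1052 without replicate 3, so the size of the excess rests on single pools, and no simulation was made with a pool left out. Differences of genetic background between the lines and linked sequence (Fisher exact p = 0.253) stay open and could each contribute.

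Whether chance could give each number of called genes was tested with other splits of the same libraries. For −/− against +/+ larvae, with the 8 libraries compared fitted alone, the real split gave 1517 genes in *wh86* and 1249 in *wh239* and the highest of the other splits 0 in both, so chance was excluded (1 of 35 splits as large, the real one, in each line). In *wh86* +/− larvae the real split called the most genes (1 of 35 as large, real 4, highest other 2). Genes were called in 4 of the other splits too, so a number this small does not firmly exclude chance. Chance was not excluded in *wh239* +/− larvae (4 of 35 as large, real 1, highest other 2). Between the lines the real splits gave 249 in −/−, 204 in +/+ and 234 in +/− larvae, and the highest others 7, 1 and 2. Chance in the grouping of the pools was thus excluded (1 of 35 in each). The paper describes plates set up line by line, so a difference of plate or clutch cannot be told from one of line. For the genes shared by both lines the real pair of splits gave 831 (1 of 100 pairs as large, highest other 0). Every other split of a line had called 0 genes and so could share none. That outcome was therefore fixed, and it is no test of the overlap. For the lists the real splits gave 36 that passed in each line, and the highest others 34 in *wh86* and 32 in *wh239* (1 of 35 in each). All 34 other splits of each line also had lists that passed at the preset correlation. The number of passing lists at that correlation hardly told the genotypes from other splits, so chance was not excluded for it.

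The change of 15 lists in −/− larvae differed between the lines in camera at the preset correlation, and none with an estimated correlation. Genes of dividing cells had a lower fall in *wh239*, with adjusted p = 6.53e-20 for DNA replication (medians −0.63 in *wh86* and −0.21 in *wh239*) and 5.43e-15 for mitosis (−1.14 and −0.62), or adjusted p = 0.276 and 0.344 with an estimated correlation. Ribosome biogenesis (2.82e-14; medians 0.63 and 0.41), autophagy (6.80e-05) and the aminoacyl-tRNA synthetases (7.55e-04) were lower in *wh239* relative to *wh86*, and ribosomal proteins (1.12e-09) were higher, or adjusted p = 0.624, 0.624, 0.727 and 0.727 with an estimated correlation. Lists of energy metabolism were higher in *wh239* relative to *wh86*, with oxidative phosphorylation at 1.63e-06, fatty acid oxidation at 0.0114 and mitochondrial messenger RNAs at 0.0170, or adjusted p = 0.662, 0.624 and 0.669 with an estimated correlation. Liver (1.44e-08), epidermis (7.76e-05) and notochord (0.0257) were higher in *wh239* relative to *wh86*, or adjusted p = 0.344, 0.355 and 0.753 with an estimated correlation. Clock (2.65e-05), exocrine pancreas (0.00268) and glucocorticoid genes (0.00778) were lower, or adjusted p = 0.147, 0.761 and 0.624 with an estimated correlation.

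Single pools lay far from the other pools of their group in 4 more genes besides *si:dkey-22i16.9*, whose only count in *wh239* −/− larvae was in replicate 2 (0.0793 CPM, gap 1 of the range). *p2rx3b* was at 1.59 CPM in *wh86* −/− replicate 1. *lepb* was at 0 CPM in *wh239* +/+ replicate 3, at 0.166 in +/− replicate 1 and at 31.4 in −/− replicate 3. *il11a* was at 0.157 CPM in *wh86* +/+ replicate 3, and *hpxa* at 20.7 CPM in *wh86* +/− replicate 2. In all, 9 of 104 groups held such a pool, and chance gives about 1 in 20 groups.

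Signals also lay in data that the paper does not report on. Spike-in RNA took a mean of 1.55% of the counts of *wh86* −/− pools. *mucms1*, which the paper does not discuss, had a log2 fold change of 4.09 in *wh86* +/− larvae and a mean of 6.67 CPM in *wh239* +/− larvae, above 0.0530 CPM in their +/+ pools.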

How the results depend on the processing

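Chosen after seeing the data were DESeq2 on the 8 libraries compared and the windows by gene order around *aip*. Numbers of genes kept within 1.5 times their value are not repeated here, and the cause of the changes below was not tested unless stated.

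Without the fold threshold, which by construction adds smaller changes, edgeR called 9283 and 8477 genes in −/− larvae of *wh86* and *wh239*, 6441 in both, 13 and 3 in +/− larvae, and 1454, 465 and 825 between the lines in −/−, +/+ and +/− larvae. An added threshold on the interaction left 7 of 20 genes. DESeq2 called 5 and 2 genes in +/− larvae, 211, 100 and 130 between the lines in −/−, +/+ and +/− larvae and 56 with an interaction. On the 8 libraries compared it called 81 higher and 103 lower between the lines in −/− larvae, and 77 and 81 lower in +/+ and +/− larvae. The spike-in scaling gave 2461 genes in *wh86* −/− larvae, 5 and 3 in +/− larvae, 907 between the lines in −/− larvae and 137 with an interaction. The first component held 75.3% of the variance after DESeq2's variance-stabilizing transformation and 33.2% with all tested genes.

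Of the 94 list tests, 6 passed with an estimated correlation, where 72 passed at the preset one. The ribosomal proteins had adjusted p = 0.416 and 0.648 with an estimated correlation, 0.134 and 0.123 with the spike-in scaling, and 0.0927 in *wh239* with fry. The odds ratio of called genes on the chromosome of *aip* passed in *wh86* (1.41) and *wh239* (1.88). Among the nearest 100, 200 and 400 genes on each side it did not pass in *wh86* (1.37, 1.13 and 1.09), and in *wh239* it passed among 100 and 400 (2.51 and 1.44) and not among 200 (1.58).

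Among results for genes and lists that passed, the sign turned with the spike-in scaling in *wh86* −/− larvae, whose median log2 fold change it raises by construction, and with no other setting. The log2 fold changes in *wh86* with this scaling were 0.38 for *nt5c2b*, 0.14 for *stox2a*, 0.17 for *tpm3*, 0.39 for *asb5b*, 0.0125 for *mcm7*, 0.10 for *ndufb9*, 0.14 for *atp5mc3b*, 0.16 for *mt-nd5*, 0.0433 for *mt-atp6*, 0.13 for *mt-atp8*, 0.23 for *mt-co3*, 0.20 for *pvalb8*, 0.0869 for *atp1a1a.4*, 0.0496 for *stmn1b*, 0.0845 for *cryba4*, 0.14 for *cryba2b* and *cryba2a*, 0.0494 for *rps16*, 0.0249 for *rpl31* and 0.22 for *rps2*. The list of oxidative phosphorylation turned as well (adjusted p = 0.793). In *wh239* the lists of oxidative phosphorylation and the clock, which did not pass, pointed lower in camera and higher in fry (adjusted p = 0.704 and 0.595).

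With 1 library left out in turn, −/− larvae gave 1321 to 1990 genes in *wh86* and 1130 to 1436 in *wh239*, with 773 to 931 shared. In +/− larvae there were 3 to 5 and 1 to 4. Between the lines there were 281 to 341 in −/−, 126 to 166 in +/+ and 164 to 209 in +/− larvae. The interaction gave 14 to 113, the first component 44.3% to 48.8%, and 70 to 73 list tests passed. *aip* had −3.20 to −3.07 and −2.96 to −2.89 in −/− larvae and −0.93 to −0.85 and −0.86 to −0.81 in +/− larvae. The ribosomal proteins had adjusted p = 3.71e-10 to 8.37e-06 in *wh86* and 1.61e-04 to 0.0747 in *wh239*.

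The replicate numbers did not pair the libraries (Pearson r −0.227 to 0.200 between libraries of 1 number). With them as a block there were 1539 and 1251 genes in −/− larvae, 4 and 1 in +/− larvae, 324, 172 and 216 between the lines, 842 shared, 19 with an interaction and 73 list tests.

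Of 525 results for named genes, DESeq2 kept 520 on their side of the threshold with 2 stronger, and filterByExpr 517 with 1 stronger. The rest had no test under these settings. The spike-in scaling kept 453, with 48 weaker, 4 stronger and 20 reversed. DESeq2's size factors in edgeR and no filter on low counts kept all 525. Of 92 list results, 64 were weaker with an estimated correlation and fry kept 75 with 15 stronger. Depth limits the genes near the floor of 3 counts. Transcript usage, promoter motifs and windows in megabases around *aip* were planned and not run, with their alternatives.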

Differences from the paper's values

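The values here come from counts per gene with edgeR, and the paper's from transcript counts summed per gene with DESeq2 and shrunken fold changes, at an adjusted p of 0.05 and an absolute log2 fold change of 1 in both. The alternatives below were set before the data were examined, apart from the DESeq2 fits of the 8 libraries compared, which were chosen after seeing the values. A setting is named as closing a gap where its value lay within 1.5 times the paper's.

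In −/− larvae the paper gives 175 genes that differ between the lines, and 337 were called here. DESeq2 (211) and a fit of the 8 libraries compared (249) closed the gap, and the adjusted p alone (1454), DESeq2's size factors (335), the spike-in scaling (907), no filter (334), filterByExpr (280), the replicate block (324) and leaving out any library (281 to 341) did not. Of these the paper gives 82 as lower in *wh239*, and 205 were lower here. DESeq2 (118) closed that gap, and the adjusted p alone (647), DESeq2's size factors (202), the spike-in scaling (789), no filter (204), filterByExpr (167), the 8 libraries (156), the block (200) and leaving out any library (169 to 193) did not.

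In +/+ larvae the paper gives 105 genes between the lines, and 178 were called here. DESeq2 (100), filterByExpr (154) and leaving out 1 of 6 of the 8 libraries closed the gap, and the adjusted p alone (465), DESeq2's size factors (180), the spike-in scaling (164), no filter (182), the 8 libraries (204), the block (172) and leaving out 1 of the other 2 libraries (126 to 166 over all 8) did not. Of these the paper gives 66 as lower in *wh239*, and 130 were lower here. DESeq2 (62) and leaving out 1 of 2 libraries closed the gap, and the adjusted p alone (252), DESeq2's size factors (130), the spike-in scaling (131), no filter (134), filterByExpr (113), the 8 libraries (140), the block (127) and leaving out 1 of the other 6 libraries (95 to 122 over all 8) did not.

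In +/− larvae the paper gives 128 genes between the lines, and 217 were called here. DESeq2 (130), filterByExpr (190) and leaving out 1 of 7 libraries closed the gap, and the adjusted p alone (825), DESeq2's size factors (216), the spike-in scaling (219), no filter (216), the 8 libraries (234), the block (216) and leaving out the other library (164 to 209 over all 8) did not. The paper gives 81 of these as lower in *wh239*, and 148 were lower here. DESeq2 (79) and leaving out 1 of 3 libraries closed the gap, and the adjusted p alone (466), DESeq2's size factors (148), the spike-in scaling (180), no filter (146), filterByExpr (131), the 8 libraries (155), the block (149) and leaving out 1 of the other 5 libraries (112 to 142 over all 8) did not. DESeq2 fits of the 8 libraries compared, chosen after seeing the values, closed all these gaps, with 81 genes higher and 103 lower in −/−, 43 and 77 in +/+ and 49 and 81 in +/− larvae. Of the genes called in the authors' own tables they dropped 56 of 175 in −/−, 37 of 105 in +/+ and 43 of 128 in +/− larvae, against 44, 40 and 44 dropped by edgeR on all 24 libraries.

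For +/− against +/+ larvae of *wh86* the paper gives 6 genes, all higher, and 3 were called here, all higher. For all genes DESeq2 (5), DESeq2's size factors (4), the spike-in scaling (5), no filter (4), the 8 libraries (4), all 24 libraries (4), the block (4) and leaving out 1 of 2 libraries closed the gap, and the adjusted p alone (13), filterByExpr (3) and leaving out 1 of the other 6 (3 to 5 over all 8) did not. For the higher genes the adjusted p alone (8), DESeq2 (4), the spike-in scaling (4) and leaving out 1 of 2 libraries closed it, and the other settings (3 each) did not. In *wh239* the paper gives 4, all higher, and 1 was called here, *mucms1*. For all genes the adjusted p alone (3), the spike-in scaling (3) and leaving out 1 library (4) closed the gap, and DESeq2 (2), the other settings (1 each) and leaving out 1 of the other 7 libraries (1 to 2) did not. For the higher genes only leaving out 1 library (3) closed it, and the adjusted p alone (2), DESeq2 (2), the spike-in scaling (2), the other settings (1 each) and leaving out 1 of the other 7 did not. At the same thresholds the authors' own deposited tables hold 5 genes in *wh86* and 2 in *wh239*.

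Of genes called in −/− larvae of *wh239* alone the paper gives 269, and 435 were found here. DESeq2 (251), filterByExpr (298), the block (403) and leaving out 1 of 5 of the 16 libraries closed the gap, and the adjusted p alone (2021), DESeq2's size factors (432), the spike-in scaling (405), no filter (447) and leaving out 1 of the other 11 (351 to 521 over all 16) did not.

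For the first principal component the paper gives 81.6% of the variance and the value here was 47.4%. The variance-stabilizing transformation (75.3%), which the paper used, closed the gap, and all tested genes (33.2%), the 1000 genes with the highest variance (45.7%) and leaving out any library (44.3% to 48.8%) did not. On the second component the paper gives 7.3% and the value here was 28.1%. The transformation (11.9%), all tested genes (13.1%), the 1000 genes (24.8%) and leaving out any library (27.1% to 29.6%) left the gap. The paper's median depth of 30.82 M (mega) is of filtered reads before the collapse of UMIs, and the 12.96 M here are counts in genes after it, a different quantity to which no alternative applies.

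Gene by gene, the fold changes here and in the authors' tables had a Pearson r of 0.921 in *wh86* −/− and 0.912 in *wh239* −/− larvae, and 1162 of 23869 and 1185 of 23774 genes differed by more than 0.5 on the log2 scale. In +/− larvae r was 0.722 in *wh86* and 0.709 in *wh239*. Between the lines it was 0.810 in −/−, 0.776 in +/+ and 0.787 in +/− larvae, and 1835, 1779 and 1827 genes differed by more than 0.5. The paper does not mark *acsl4b* as differentially expressed, and here it was called in both lines (log2 fold changes 1.55 and 1.37), also with DESeq2 (1.55 and 1.36). The authors' tables give it 0.65 and 0.59. The paper marks *mhc1zea* as differentially expressed, and here it passed the adjusted p at 0.78 and 0.93, under the threshold of 1, where the authors' tables give 1.14 and 1.31. *stmn1a* and *zgc:86896* are not marked in the paper. Here both were called in *wh86*, and the authors' shrunken values of −1.38 and −1.02 there pass the thresholds as well. The paper's call of *batf3* in *wh239* alone matches the one here.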

Other observations

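No test in this part was chosen after its result was seen. The values are of lists and genes that belong to no claim above, for −/− against +/+ larvae. Pairs of values are for *wh86* and then *wh239*.

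Genes of the cAMP response rose in both lines. Of 29 tested genes of the cAMP response and phosphodiesterases, 17 were higher and 2 lower in *wh86*, and 17 higher and 3 lower in *wh239* at an edgeR adjusted p of 0.05 (18 higher and 2 lower in *wh86*, and 17 higher and 3 lower in *wh239*, adjusted over the list alone). *sik2b*, a kinase gene, rose by 1.32 and 1.15 on the log2 scale and the phosphodiesterase gene *pde4ba* by 0.92 and 0.75. The list holds *crema* and *pde4ba*, which stood in the paper's tables when it was written. Camera put the cAMP list at adjusted p = 1.64e-12 and 3.68e-11, and at adjusted p = 0.0331 and 0.0331 with an estimated correlation.

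Among genes of the glucocorticoid response more were higher than lower. Of 11 tested genes of the glucocorticoid response, 9 were higher and 2 lower in *wh86*, and 6 higher and 2 lower in *wh239* at an edgeR adjusted p of 0.05 (9 higher and 2 lower in *wh86*, and 7 higher and 2 lower in *wh239*, adjusted over the list alone). *hsd20b2*, which inactivates cortisol, rose by 1.15 and 0.63 on the log2 scale and *klf9* by 0.97 and 0.40, and *nr3c2*, the mineralocorticoid receptor gene, had log2 fold changes of −0.83 and −0.67. Camera put the glucocorticoid list at adjusted p = 7.28e-06 and 0.00836, and at adjusted p = 0.103 and 0.246 with an estimated correlation. Of 10 and 9 tested genes of pituitary hormones, 5 were higher in *wh86* and 4 higher in *wh239* at an edgeR adjusted p of 0.05 (the same counts adjusted over the list alone). *prl*, the prolactin gene, rose by 1.10 and 1.47 on the log2 scale, *pomcb* by 1.44 and 2.09 and *pomca* by 0.39 and 0.88. *pomca* did not pass in *wh86* without *wh86* −/− replicate 2 (edgeR adjusted p = 0.0536). The pituitary list had adjusted p = 0.111 and 0.00836 in camera, and adjusted p = 0.178 in *wh239* with an estimated correlation. It passed in *wh86* without *wh86* −/− replicate 3 (0.0374) and with filterByExpr (0.0207).

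In *wh86* more clock genes were higher than lower. Of 27 tested genes of the circadian clock, 13 were higher and 1 lower in *wh86*, and 4 higher and 4 lower in *wh239* at an edgeR adjusted p of 0.05 (13 higher and 2 lower in *wh86*, and 4 higher and 2 lower in *wh239*, adjusted over the list alone). *cry2* rose by 0.67 and 0.41 on the log2 scale and *per2* by 0.31 and 0.24. For the clock list camera gave adjusted p = 0.0351 and 0.953, or adjusted p = 0.227 in *wh86* with an estimated correlation. The *wh86* call was lost without *wh86* +/+ replicate 2 (0.0580) or −/− replicate 1 (0.0558) and with filterByExpr (0.0570). In *wh239* the test pointed lower, with a median of −0.04 and a mean of 0.01 on the log2 scale. Of 25 tested genes of cholesterol synthesis, 10 were higher and 4 lower in *wh86*, and 5 higher and 2 lower in *wh239* at an edgeR adjusted p of 0.05 (10 higher and 4 lower in *wh86*, and 4 higher and 2 lower in *wh239*, adjusted over the list alone). *pcsk9*, which lowers the number of LDL receptors, had log2 fold changes of −1.53 and −1.62, and *hmgcrb*, a reductase gene of this pathway, rose by 0.59 and 0.55. Camera put the cholesterol list at adjusted p = 0.118 and 0.601, and in *wh86* at 0.0486 with the spike-in scaling.

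Marker genes of red blood cells mostly rose in both lines, and those of ionocytes were higher where they passed. Of 16 and 17 tested genes of erythrocytes, 14 were higher in *wh86* and 12 higher in *wh239* at an edgeR adjusted p of 0.05 (14 and 13 adjusted over the list alone). *hbae5* and *hbbe2*, globin genes, rose by 1.45 and 2.32 and by 0.64 and 1.05 on the log2 scale, and *alas2*, of heme synthesis, by 1.52 and 1.67. The erythrocyte list had adjusted p = 6.55e-06 and 9.57e-06 in camera, and adjusted p = 0.133 and 0.188 with an estimated correlation. Of 14 tested genes of ionocytes, 6 were higher in *wh86* and 8 higher in *wh239* at an edgeR adjusted p of 0.05 (6 higher in *wh86* and 11 higher in *wh239*, adjusted over the list alone). *rhcgb*, an ammonium transporter gene, rose by 1.04 and 1.07 on the log2 scale and *slc12a10.2*, of salt uptake, by 0.88 and 0.94. For the ionocyte list camera gave adjusted p = 0.00149 and 1.22e-05, or adjusted p = 0.227 and 0.0516 with an estimated correlation.

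Those of the gut lining fell in both lines. Of 20 tested genes of enterocytes, 16 were lower in *wh86*, and 15 lower and 1 higher in *wh239* at an edgeR adjusted p of 0.05 (16 lower in *wh86*, and 16 lower and 1 higher in *wh239*, adjusted over the list alone). *slc15a1a*, a peptide transporter gene, had log2 fold changes of −1.55 and −1.51 and the peptidase gene *anpepa* of −1.38 and −1.27. Camera put the enterocyte list at adjusted p = 2.33e-09 and 3.17e-10, and at adjusted p = 0.103 and 0.103 with an estimated correlation. Of 20 tested genes of the epidermis and periderm, 11 were lower and 4 higher in *wh86*, and 10 lower and 5 higher in *wh239* at an edgeR adjusted p of 0.05 (11 lower and 5 higher in *wh86*, and 10 lower and 7 higher in *wh239*, adjusted over the list alone). *krt92*, a keratin gene, had log2 fold changes of −0.68 and −0.54, and *cldne*, a claudin gene, rose by 0.46 and 0.58. The epidermis list had adjusted p = 0.00267 and 0.0593 in camera, and adjusted p = 0.279 in *wh86* with an estimated correlation. It passed in *wh239* without *wh239* −/− replicate 1 (0.0428), 3 (0.0403) or 4 (0.0457), with the spike-in scaling (0.0263) and with the replicate block (0.0361).

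*hnf4a*, a transcription factor gene of liver and gut, had log2 fold changes of −0.15 and −0.40 (edgeR adjusted p = 0.234 and 0.00151). *birc5a*, which encodes a survivin of dividing cells, had −1.26 and −0.35 (edgeR adjusted p = 7.54e-07 and 0.0936, or 0.0493 in *wh239* without *wh239* +/+ replicate 1), and *birc5b* had 0.75 and 1.36 (edgeR adjusted p = 0.264 and 0.0206).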
